# Dual RNA sequencing reveals the transcriptomic and cellular response of *Cannabis sativa* to infection by the fungal pathogen *Sclerotinia sclerotiorum*

**DOI:** 10.1038/s41598-026-47998-2

**Published:** 2026-04-16

**Authors:** Natalie L. Cale, Rylee E. Swiderek, Philip L. Walker, Dylan J. Ziegler, Brigo Castillo, Sean M. Robertson, Olivia Wilkins, Mark F. Belmonte

**Keywords:** Microbiology, Molecular biology, Plant sciences

## Abstract

Known to infect more than 600 plant species worldwide, *Sclerotinia sclerotiorum* is a necrotrophic fungal pathogen, and the causative agent of white mold. With recent infection reports documented across North America, *Cannabis sativa* is known to be susceptible to *Sclerotinia* infection. Resulting from legal constraints associated with *C. sativa*, little is known about the *Cannabis-Sclerotinia* pathosystem, particularly in how the plant responds to pathogen attack at the cellular and molecular levels. Our anatomical study revealed initial infection and degradation of the epidermis and cortical parenchyma, followed by widespread infection of the vascular phloem. Dual RNA sequencing of the *C. sativa* cola provided a detailed transcriptomic profile of this pathosystem directly at the site of infection over time. Differential gene expression analysis revealed large-scale transcriptional shifts resulting from rapid infection. Gene ontology term enrichment identified processes associated with plant defense and signal transduction cascades during *C. sativa* infection while processes associated with redox control and sugar catabolism were enriched in the *S. sclerotiorum* pathogen. Taken together, this study revealed transcriptional reprogramming in both the host plant and fungal pathogen associated with floral infection in space and time.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-026-47998-2.

## Introduction

*Cannabis sativa* L. (hereafter referred to as *Cannabis or C. sativa)* is believed to have originated in Central Asia^1,2^ and remains one of the most widely cultivated, yet controversial plants grown worldwide^3^. Grown for its fibre, medicinal, and psychoactive properties, *Cannabis* quickly spread throughout Asia and Europe, and today is grown and sold internationally both legally and illegally^4^. *C. sativa* is a diploid (2n = 20) and dioecious flowering plant species, one of few plants to use an XY chromosomal system of sex differentiation, with a male determining Y ^2,5^. Female inflorescences, specifically the bracts of the flowers, are densely covered in resin-containing secretory glandular trichomes, the site of cannabinoid and terpene biosynthesis and storage^6–8^. Δ^9^-tetrohydrocannabinolic acid (THCA) and cannabidiolic acid (CBDA) are examples of psychoactive and non-psychoactive cannabinoids found within the resin of *C. sativa* secretory glandular trichomes. Along with high levels of mono- and sesquiterpenes which impart scent and flavour characteristics, the composition of this metabolite-rich resin greatly influences *Cannabis* consumer preference^6,9,10^. In other plant species, terpenes are known to serve various roles ranging from attracting beneficial pollinators, to serving as chemical deterrents to herbivores, though how these secondary metabolites specifically benefit *C. sativa* has yet to be explored^11,12^. As the female inflorescence is the region of highest glandular trichome density, and thus cannabinoid/terpene-containing resin, it is this structure that is harvested for retail drug sale and is the focus of this study.

In October of 2018, Canada became the second country to legalize *C. sativa* for non-medical use and retail sale^13,14^, and as of March 2024, its registered growing area in Canada was reported at 1.39 and 6.24 million m^2^ for indoor and outdoor growing area, respectively^15^. Recently, emerging diseases of *C. sativa* have been reported because of this extensive cultivation. Reports of *S. sclerotiorum*, the causal agent of white mold, have been described in field and greenhouse settings across North America, and has resulted in the pathogen being deemed an emerging concern for both the medicinal *Cannabis* and industrial hemp industries^16–21^. Known to infect more than 600 plant species worldwide including agricultural and horticultural crops, ornamentals, trees/shrubs and weed species, *S. sclerotiorum* is responsible for devastating yield losses^22–25^. Although losses in yield vary considerably based on geographic location and species, losses in favourable conditions for infection are often reported at 20–35%, although losses over 50% and up to 80–100% have been documented^26,27^. *S. sclerotiorum* infection is difficult to control largely due to its rapid and aggressive disease progression along with its capacity for long-term persistence in the soil in the form of sclerotia. In appropriate conditions, these sclerotia may germinate myceliogenically or carpogenically; resulting in direct host infection via mycelia or by airborne ascospores released by apothecia, respectively^22,27^. Studies conducted in susceptible crop species such as *B. napus* and *Helianthus annulus* (sunflower), among others, have revealed that *S. sclerotiorum* uses simple and complex appressoria in tandem with a variety of cell wall degrading enzymes, oxalic acid, and other pathogenic effectors to penetrate and degrade host plant tissues, ^27-60 -30^. Ultimately, this leads to cell death, necrotic lesion formation, and eventually systemic infection and plant death^31,32^. While the specific lifecycle and interactions between *S. sclerotiorum* and many crop hosts have been well-documented, the lifecycle and cellular and molecular interactions of the *C. sativa* – *S. sclerotiorum* pathosystem has yet to be explored. Infection reports detailing symptoms of *S. sclerotiorum* infection in *C. sativa* have highlighted the development of friable tan/brown necrotic cankers and lesions developing on the crown, along the stem, and within the inflorescence of plants^16,17,21^. Also documented was the presence of white mycelium and sclerotia present at the site of the lesion, as well as within the pith cavity of the stem. Despite the recent publication of these infection reports, the interaction between *C. sativa* and *S. sclerotiorum* has yet to be described at the cellular and molecular levels.

Plants have evolved complex defense mechanisms to defend against pathogenic attack. Upon detection of specific pathogen-derived molecules, plants respond through the activation of innate immune pathways^33,34^. Such molecules include pathogen- or damage-associated molecular patterns (PAMPs and DAMPs, respectively) detected by pattern recognition receptors (PRRs), specifically receptor like protein kinases (RLKs), or through detection of pathogenic elicitors by nucleotide binding leucine rich repeat (NLR) receptors^35^. While recognition of PAMPs/DAMPs by PRRs initiates pattern triggered immunity (PTI), pathogenic elicitor detection via NLR receptors results in the initiation of effector triggered immunity (ETI). Although PTI is generally regarded to confer immunity against non-adapted pathogens and ETI, through a more robust immune response, against host-adapted pathogens, elaborate crosstalk between pathways has been previously observed with co-induction having led to increased pathogen resistance^36,37^. Following pathogen recognition and immune activation, early defense responses include cellular calcium import and signal transduction cascades, reactive oxygen species (ROS) burst, and phytohormone signalling that lead to defense-related gene induction and induced resistance responses^32,35,38^. These defense pathways include systemic acquired resistance (SAR), associated with salicylic acid (SA), and induced systemic resistance (ISR) associated with ethylene (ET) and jasmonic acid (JA)^39^. Induction of SA-dependent SAR results in increased systemic pathogenesis related (PR) protein expression. Conversely, ISR induction, often activated by beneficial microbe colonization, results in the adoption of a primed defense state allowing for more rapid defense responses upon subsequent pathogen challenge^40^.

In the present work, we studied the transcriptomic response of the *C. sativa* cola to infection with *S. sclerotiorum* across a seven-day period and complemented these experiments with a detailed anatomical study of the infection process. RNA sequencing results revealed large transcriptomic shifts occurring in both the host plant and fungal pathogen. While genes involved in redox buffering and carbohydrate metabolism were enriched in *S. sclerotiorum*, *C. sativa* responded to infection through initiating facets of the plant defense response including hormone and cellular signalling cascades, the SAR response, and cell wall reinforcement activities. Host and pathogen transcriptional reprogramming aligned with degradation of host cortical and vascular phloem tissues. Together, these results serve as the first transcriptomic and cellular descriptions of *S. sclerotiorum* infection of *C. sativa.*

## Results

### *S. sclerotiorum* initiates rapid infection in *C. sativa* floral tissue

First, we performed *S. sclerotiorum* infection assays of the *C. sativa* cola to better understand disease progression over time (Fig. 1). 

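RNA was sequenced from 32 libraries, each from the cola, the flowering shoot tip of *C. sativa*, in 8 groups of 4. The groups are infected and uninfected colas at 1, 3, 5 and 7 dpi. The paper's methods give 12 plants for these colas and do not name the plant of each cola. Some colas therefore share a plant, and the tests here take the 4 colas of a group as independent. The libraries were made from poly(A) RNA. The authors aligned the reads to both genomes with HISAT2 and counted them on genes with featureCounts. The values used here are these counts without normalization. How reads that map to several genes were counted is not given in the sources used here. Counts on host genes per infected library ranged from 59959515 to 76381996 (median 68731467) at 1 dpi, from 52419074 to 62402784 (median 59455726) at 3 dpi, from 33855472 to 72799372 (median 55727042) at 5 dpi and from 30688977 to 51818177 (median 48231954) at 7 dpi. In uninfected libraries they ranged from 57136756 to 75512123 (median 62483422) at 1 dpi, from 58600690 to 78647040 (median 68927426) at 3 dpi, from 56419447 to 70511442 (median 64618285) at 5 dpi and from 63065070 to 72831765 (median 66965234) at 7 dpi. Counts on fungal genes of the infected libraries ranged from 56222 to 165105 (median 124679.5) at 1 dpi, from 1749838 to 8130783 (median 6860319) at 3 dpi, from 7766692 to 12014470 (median 10927522) at 5 dpi and from 11692247 to 23052506 (median 19003292) at 7 dpi. Replicates differed by more than sampling noise, with a chi-square per degree of freedom of at least 4.39 between any pair of one group (sampling alone gives about 1, or about 2 where each read pair is 2 counts). In the *C. sativa* table values of 2 counts (23830) outnumber values of 1 (9799) and of 3 (5017), as they would if both mates of a read pair were counted. Normalized counts (CPM) are scaled by edgeR's TMM factors within the genes of one organism. They are given as mean ± SD of 4 colas. Host genes were tested in all 32 libraries at once, and fungal genes in the 16 infected libraries, each with edgeR's quasi-likelihood test on genes with at least 10 counts in total. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called differentially expressed. Fold changes are not shrunken, except where ashr, which shrinks those of DESeq2, is named. The paper's methods also list ashr. A gene without counts in a group is given a limit from 3 counts over that group, and limits and counting intervals (95%) cover counting error only. Both take counts as independent. With 2 counts for each read pair, a limit from 3 pairs is a limit from 6 counts and so lower by a factor of 2, and counting intervals are wider. A gene with counts in uninfected colas keeps its fitted log2 fold change when an uninfected cola is left out. Where few or no uninfected counts remain, this fitted value is neither precise nor a limit. SE values are the absolute log2 fold change divided by the square root of the F statistic of edgeR's test, and are approximate. Where a group holds no counts they do not measure precision. Gene positions refer to the 'Pink Pepper' assembly.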

At one day post inoculation (dpi) no external disease symptoms were visible (Fig. 1A, i-iii). At 3 dpi, we first observed floral tissue necrosis at the site of inoculation (Fig. 1A, iv). By 5 dpi, necrosis was observed throughout the inoculated inflorescence and had extended to the inflorescence axis, nearing the main stem of the cola (Fig. 1A, v). Finally, at 7 dpi, necrosis had become widespread, affecting neighbouring inflorescences of the cola and had extended down into the main stem axis (Fig. 1A, vi). Infected necrotized tissues were pale brown in colour, and friable. Necrotic tissue present in the interior of the cola was soft and water-soaked, while necrotic tissue found towards the exterior of the cola was dry and brittle. 

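As a share of all counts on genes of either organism, counts on *S. sclerotiorum* genes made up 0.176 ± 0.0870% of an infected library at 1 dpi (mean ± SD, n = 4 colas, 0.0736 to 0.270%), 9.12 ± 4.29% at 3 dpi (2.82 to 12.2%), 17.2 ± 7.01% at 5 dpi (11.0 to 26.2%) and 29.3 ± 8.28% at 7 dpi (18.6 to 37.5%). Host genes held the other 99.8, 90.9, 82.8 and 70.7%, and these shares rest on reads counted on genes, not on all aligned reads. The fungal share rose by 8.94 percentage points from 1 to 3 dpi (two-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 colas allow), by 8.09 points from 3 to 5 dpi (exact p = 0.114) and by 12.1 points from 5 to 7 dpi (exact p = 0.0857). Adjusted over the 3 comparisons, the exact p-values were 0.0857, 0.114 and 0.114, so that no single step passed 0.05. Of the 16 pairs of a later and an earlier cola, the later cola had the higher share in 16, 14 and 14 pairs. The median over replicates was 10.7% at 3 dpi, and without the 10 most abundant genes of each organism the mean at 7 dpi was 28.3%. Leaving out 1 cola at a time gave means from 8.09 to 11.2% at 3 dpi, 14.2 to 19.3% at 5 dpi and 26.6 to 32.9% at 7 dpi.

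**Figure D1:**
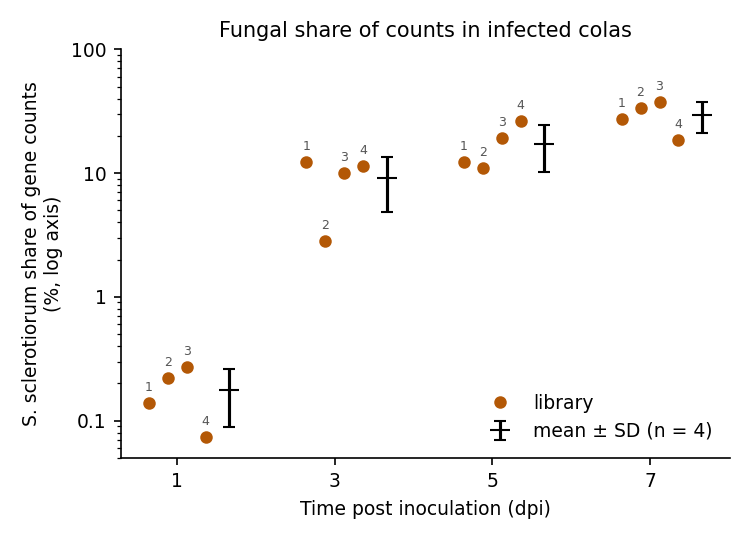
Share of the counts on genes of both organisms that lies on *S. sclerotiorum* genes (percent), by days post inoculation. Points are the 4 infected colas of each time point, with their mean and SD, and the means rise from 0.176% at 1 dpi to 29.3% at 7 dpi.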

Alignment of RNA sequencing reads to *S. sclerotiorum* increased in infected samples as infection time progressed, while the opposite trend was observed for reads aligned to the *C. sativa* genome (Fig. 1B). This finding was further supported by qPCR results quantifying relative fungal load (Supplementary Figure S1). Targeting *S. sclerotiorum* 18 S rDNA, data revealed *S. sclerotiorum* became more abundant in the *C. sativa* cola during the seven day infection process.

**Fig. 1:**
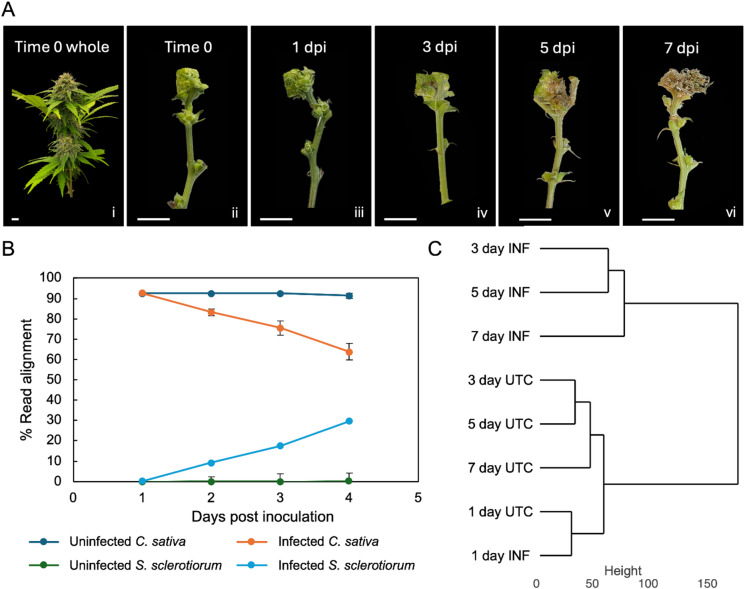
*S. sclerotiorum* infection of the *C. sativa* cola. (**A**) Symptom progression of *S. sclerotiorum* infection of the *C. sativa* cola up to seven days post inoculation (dpi). Whole cola (i) pictured next to trimmed cola (ii), both at time zero. Trimmed infected colas pictured at 1-, 3-, 5-, and 7 dpi indicated as iii, iv, v, and vi, respectively. Scale bar = 1 cm. (**B**) Percent alignment of RNA sequencing reads from infected and uninfected control samples to both the *C. sativa* and *S. sclerotiorum* genomes. Error bars correspond to standard error. (C) Dendrogram of *C. sativa* samples based off hierarchical clustering of the top 10,000 most variable genes. Height corresponds to Euclidean distance between clusters. INF = infected, UTC = untreated control.

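Of the 23633 host genes tested, the infected colas lay wholly above or wholly below the uninfected colas for 4.05% of genes at 1 dpi, 35.5% at 3 dpi, 46.9% at 5 dpi and 38.1% at 7 dpi, where chance gives 2.86%. In *S. sclerotiorum*, 10954 genes were tested between consecutive time points in infected colas. From 1 to 3 dpi, 503 genes rose and 78 fell. The number that fell was 153 without infected 1 dpi replicate 4, 40 without infected 3 dpi replicate 1, 46 without infected 3 dpi replicate 2, 37 without infected 3 dpi replicate 4. From 3 to 5 dpi, 16 genes rose and 2 fell. The number that rose was 2 without infected 3 dpi replicate 1, 0 without any one of infected 3 dpi replicate 2, infected 3 dpi replicate 3, infected 3 dpi replicate 4 or infected 5 dpi replicate 3, 41 without infected 5 dpi replicate 1 and 111 without infected 5 dpi replicate 2. The number that fell was 6 without infected 3 dpi replicate 1, 0 without any one of infected 3 dpi replicate 2, infected 3 dpi replicate 3, infected 3 dpi replicate 4 or infected 5 dpi replicate 3, 14 without infected 5 dpi replicate 2 and 1 without infected 5 dpi replicate 4. From 5 to 7 dpi, 892 fungal genes rose and 404 fell. Those that rose numbered 378 without infected 5 dpi replicate 1, 493 without infected 5 dpi replicate 2, 429 without infected 5 dpi replicate 3, 391 without infected 7 dpi replicate 2, 444 without infected 7 dpi replicate 3. Those that fell numbered 144 without infected 5 dpi replicate 1, 176 without infected 5 dpi replicate 2, 149 without infected 5 dpi replicate 3, 265 without infected 7 dpi replicate 1, 90 without infected 7 dpi replicate 2, 98 without infected 7 dpi replicate 3, 853 without infected 7 dpi replicate 4. DESeq2 called 557 genes higher and 636 lower at 3 than at 1 dpi, 219 and 45 at 5 than at 3 dpi, and 1530 and 1047 at 7 than at 5 dpi. Without a composition factor, 350 were higher and 370 lower at 7 than at 5 dpi, so that the balance of rises and falls depends on the test and the scaling.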

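Among the called fungal genes with no overlap between 7 and 5 dpi, SS1G_09509 and SS1G_00394 rose most and SS1G_02046 and SS1G_07331 fell most. SS1G_09509 rose from 3.36 ± 6.10 CPM at 5 dpi to 111 ± 89.4 CPM at 7 dpi (n = 4 colas each), a log2 fold change of 4.98 (adjusted p = 0.0128 from edgeR). Its log2 fold change was 8.16 without infected 5 dpi replicate 4 and 4.27 without infected 7 dpi replicate 2, and DESeq2 gave it an adjusted p of 0.115. SS1G_00394 rose from 82.7 ± 142 to 2426 ± 1411 CPM (log2 fold change 4.87, adjusted p = 0.00691 from edgeR), with 7.64 without infected 5 dpi replicate 4. SS1G_02046 fell from 24.6 ± 22.1 to 2.14 ± 2.09 CPM (log2 fold change -3.51, adjusted p = 0.00794 from edgeR), with -2.69 without infected 5 dpi replicate 2 and -4.18 without infected 7 dpi replicate 4. SS1G_07331 fell from 12.7 ± 7.37 to 1.10 ± 0.654 CPM (adjusted p = 0.00507 from edgeR).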

Global shifts in gene expression were observed in both the host plant and fungal pathogen as *S. sclerotiorum* initiated infection in *C. sativa*. 

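Counts on host genes were variance-stabilized with DESeq2, averaged within each of the 8 groups for the 10000 most variable genes, and clustered by Euclidean distance with complete linkage. Infected colas at 1 dpi joined uninfected colas at 1 dpi first, at a distance of 30.4. Uninfected colas at 3 and 5 dpi joined at 33.2 and those at 7 dpi at 45.9, and this branch met the branch of the 1 dpi groups at 59.8. Infected colas at 3 and 5 dpi joined at 64.0 and those at 7 dpi at 76.8, and the last join, between these 3 groups and the other 5, lay at 182.6. From infected colas at 1 dpi, the distance was 125.6 to infected colas at 3 dpi, 168 to those at 5 dpi and 124.8 to those at 7 dpi. The number of genes moved the last join most, to 137 with the 1000 most variable genes, and average linkage gave 145. With average linkage, with the 1000 most variable genes, with log2 CPM values, and without each replicate number in turn, the branch of infected 1 dpi held all 4 uninfected groups and 0 of the later infected groups. With the 32 libraries clustered one by one, that branch held the 4 infected 1 dpi libraries, the 16 uninfected libraries and 0 later infected libraries.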

Hierarchical clustering the top 10,000 most variably expressed *C. sativa* genes revealed that treatments clustered together based on infection status with the exception of the 1 dpi timepoint which remained clustered with uninfected samples (Fig. 1C). These results were supported by principal component analysis (PCA) of individual samples which revealed that the largest source of variation in our data was attributed to infection status (Supplementary Figure S2). Furthermore, infected samples clustered into distinct groups based on time post inoculation, highlighting large shifts in gene activity as infection progressed across the seven-day infection period. Similarly, hierarchical clustering of the top 1000 most variably expressed *S. sclerotiorum* genes revealed the 1 dpi timepoint to cluster with in vitro grown *S. sclerotiorum*, while all other infection timepoints clustered distinctly (Supplementary Figure S3). 

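In a PCA of the 32 libraries on the 1000 most variable host genes, PC1 held 84.7% of the variance and PC2 4.65%. The lowest of the 12 infected libraries of 3 to 7 dpi lay at 38.2 on PC1 and the highest of the 16 uninfected libraries at -29.7. Uninfected colas lay at -43.8 ± 4.81 (mean ± SD, n = 4) at 1 dpi, -36.5 ± 4.67 at 3 dpi, -41.8 ± 9.65 at 5 dpi and -48.0 ± 5.10 at 7 dpi. Infected colas at 1 dpi lay at -28.5 ± 13.5, a range of -46.1 to -13.7 that overlaps the uninfected libraries in replicate 4 alone. With 10000 genes 3 of the 4 colas lay within the uninfected range, and without replicate 4 of each group 0 of 3 did. The number of genes moved these shares most: with 10000 genes PC1 held 71% and PC2 6.89%, and with 500 genes PC1 held 88.4%. The paper takes infection status as the largest source of variation.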

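On PC1 the infected colas lay at 60.3 ± 11.8 at 3 dpi, 88.6 ± 4.36 at 5 dpi and 49.7 ± 8.51 at 7 dpi (mean ± SD, n = 4 each), and on PC2 at -18.6 ± 2.74, -0.124 ± 6.15 and 22.9 ± 8.17. Each of the 16 infected libraries had a library of its own time point as its nearest infected neighbour, on PC1 and PC2 and over the 1000 genes of the PCA. Whether the infection effect on a gene differed between time points was tested as an interaction in the edgeR fit. Between 1 and 3 dpi the effect was higher for 2586 genes and lower for 2719, the lower ones numbering 1746 without infected 3 dpi replicate 4. From 3 to 5 dpi it was higher for 689 genes and lower for 641. The higher ones numbered 449 without infected 3 dpi replicate 2, 289 without infected 3 dpi replicate 3, 281 without infected 5 dpi replicate 3, 324 without uninfected 3 dpi replicate 4 and 447 without uninfected 5 dpi replicate 3. The lower ones numbered 224 without infected 3 dpi replicate 3, 1047 without infected 3 dpi replicate 4, 1198 without infected 5 dpi replicate 1, 265 without infected 5 dpi replicate 3 and 282 without uninfected 3 dpi replicate 4. From 5 to 7 dpi the effect was higher for 1915 genes and lower for 2272. Between 5 and 7 dpi these counts moved most without a composition factor, to 4853 higher and 1270 lower. With that scaling they were 1751 higher and 5523 lower between 1 and 3 dpi. Between 3 and 5 dpi it gave 415 and 2668, so that the balance of higher and lower depends on the scaling. An adjusted p under 0.01 left 133 and 92 between 3 and 5 dpi.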

PCA of individual samples directly supported hierarchical clustering results (Supplementary Figure S4). We validated the RNA sequencing results by comparing the relative expression of the SAR marker gene *PATHOGENESIS RELATED PROTEIN 1* (*PR-1*) using RT-qPCR. Data show *PR1* accumulates at similar levels regardless of the method used to evaluate its activity (Supplementary Figure S5).

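*PR-1* (LOC115704466) lies from 3825095 to 3825988 on a sequence of the assembly that is not assigned to a chromosome. At 1 dpi it had 3.06 ± 2.59 CPM in infected and 1.53 ± 0.967 CPM in uninfected colas (n = 4 each), a log2 fold change of 0.98 (SE 0.53, adjusted p = 1 from edgeR), which was 0.20 without infected 1 dpi replicate 3. Its log2 fold change was 9.07 at 3 dpi (785 ± 316 against 1.45 ± 0.365 CPM, adjusted p = 1.21e-10 from edgeR) and 11.06 at 5 dpi (2250.5 ± 504 against 1.05 ± 0.587 CPM, adjusted p = 3.80e-12). At 7 dpi it was 10.08 (1205 ± 744 against 1.12 ± 0.567 CPM, adjusted p = 5.33e-11 from edgeR). At these 3 time points every infected cola lay above every uninfected cola. The infection effect was 8.09 higher on the log2 scale at 3 than at 1 dpi (adjusted p = 1.01e-07 from edgeR). It did not differ detectably between 3 and 5 dpi (1.99, adjusted p = 0.106) or between 5 and 7 dpi (-0.99, adjusted p = 0.396, from edgeR). Scaling the libraries to the reference genes of the RT-qPCR, *TIP41* (LOC115703022) and *APT1* (LOC115713640), moved *PR-1* most at 5 dpi, to a log2 fold change of 10.18. In the TMM-scaled counts these reference genes were themselves higher in infected colas. *TIP41* had log2 fold changes of -0.09 at 1 dpi (adjusted p = 1 from edgeR), 0.23 at 3 dpi (adjusted p = 0.0206, 0.0534 without uninfected 3 dpi replicate 2), 0.69 at 5 dpi (adjusted p = 3.18e-08) and 0.78 at 7 dpi (adjusted p = 1.58e-08). *APT1* had 0.13 (adjusted p = 1 from edgeR), 0.66 (adjusted p = 1.25e-06), 1.06 (adjusted p = 1.51e-10) and 0.38 (adjusted p = 0.00122). Without a composition factor *TIP41* had a log2 fold change of −0.00 at 3 dpi, and scaled to both genes themselves *TIP41* had −0.21 at 3 dpi and −0.18 at 5 dpi and *APT1* −0.20 at 7 dpi. The RT-qPCR values were not analysed here.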

### *S. sclerotiorum* rapidly infects *C. sativa* tissues and preferentially infects phloem tissues

To better understand the interaction between *S. sclerotiorum* and *C. sativa* we tracked fungal infection of the cola at the cellular level directly from the site of inoculation (Fig. 2A). At 3 dpi, the inoculation site was clearly visible, as was the extension of fungal hyphae as *S. sclerotiorum* began to infect host floral tissue. At this timepoint, sectioning of reduced leaves proximal to the inoculation site revealed the presence of fungal hyphae along the surface of the epidermis as well as within epidermal cells, palisade mesophyll and general parenchymatic tissues, and phloem tissue of the vascular bundle (Fig. 2B). Xylem tissues remained relatively untouched whereas the phloem showed extensive colonization by the fungus as compared to uninfected reduced leaves (Fig. 2B-D). While the presence of hyphae was found throughout the reduced leaf, minimal plant cell wall degradation was visible. By 7 dpi, the *C. sativa* reduced leaf showed severe degradation of all tissue layers apart from the xylem (Figs. 3E). Although still structurally intact, *S. sclerotiorum* hyphae were visible throughout the xylem at this timepoint. The *C. sativa* stalked glandular trichomes of the inflorescence were also infected at this timepoint (Fig. 2F).

**Fig. 2:**
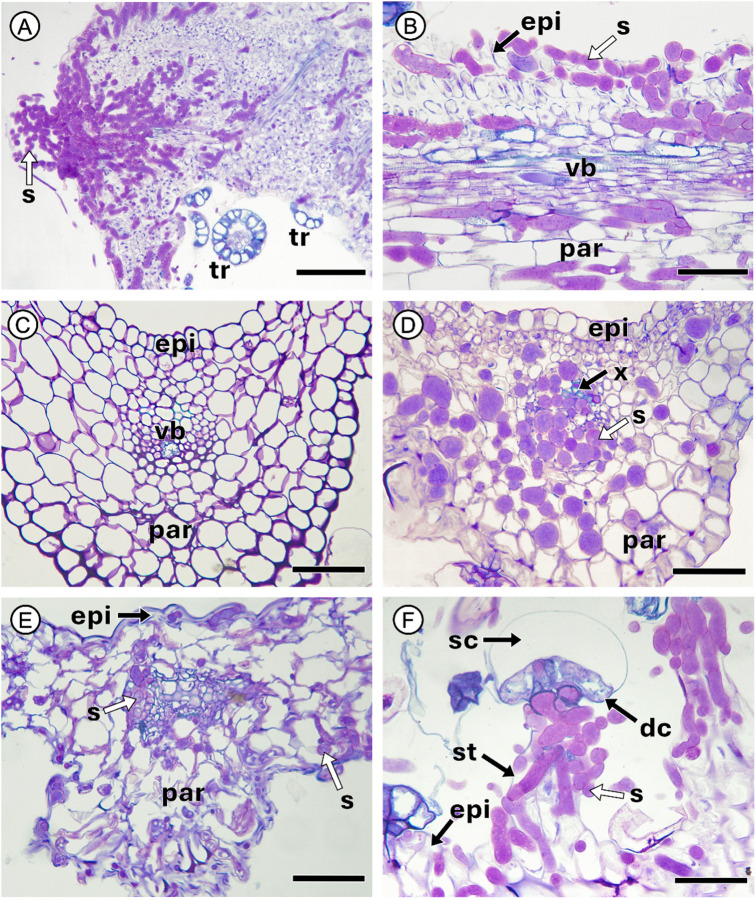
*S. sclerotiorum* infection of the *C. sativa* inflorescence and infection progression in reduced leaves. (A) Longitudinal section of the *S. sclerotiorum* inoculation site (s, white arrow) three days post inoculation. Trichomes (tr) are visible throughout the inflorescence. Scale bar = 100 μm. (B) Longitudinal section of the reduced leaf within the inflorescence. *S. sclerotiorum* hyphae (s, white arrow) found in epidermis (epi), parenchyma (par), and vascular bundle (vb) three days post inoculation. Scale bar = 50 μm. (C) Cross section of uninfected reduced leaf. Vascular bundle (vb), epidermal cells (epi) and parenchyma (par). Scale bar = 50 μm. (D) Cross section of reduced leaf three days post inoculation. *S. sclerotiorum* hyphae (s, white arrow) present throughout vascular bundle and parenchyma (par). Tracheary cells of the xylem (x) remain intact. Scale bar = 50 μm. (E) Cross section of reduced leaf seven days post inoculation. *S. sclerotiorum* hyphae (s, white arrow) present in epidermis (epi), parenchyma (par), and vascular bundle. Xylem (x) tracheary cells remain intact. Scale bar = 50 μm. (F) *S. sclerotiorum* infection of the stalk (st) and disk cells (dc) of a glandular trichome seven days post inoculation. Secretory cavity (sc) and cuticle are still intact. Scale bar = 50 μm.

**Fig. 3:**
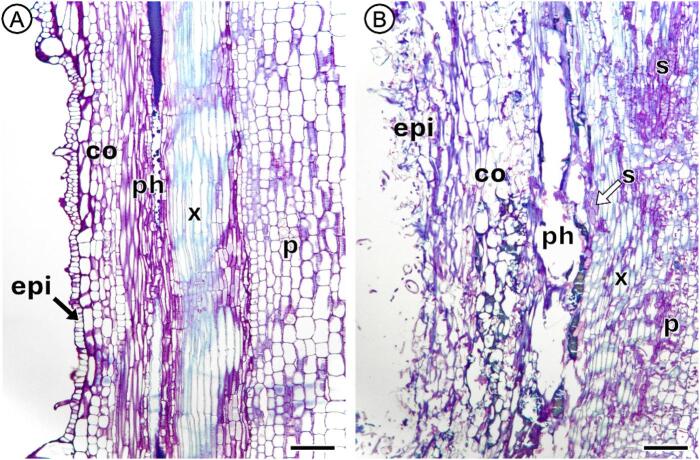
Longitudinal sections of the *C. sativa* inflorescence stem uninfected versus seven days post inoculation with *S. sclerotiorum*. (**A**) Longitudinal section of an uninfected *C. sativa* inflorescence stem. Epidermis (epi), cortex (co), phloem (ph), xylem (x), and pith (p) are labelled accordingly. Scale bar = 100 μm. (**B**) Longitudinal section of a *C. sativa* inflorescence stem infected with *S. sclerotiorum* seven days post inoculation. Extensive tissue degradation is apparent across the epidermis (epi), cortex (co), phloem (ph), and pith (p). The xylem (x) remains relatively intact when compared to other tissue layers. *S. sclerotiorum* (s) is present throughout the tissue layers of the stem. Scale bar = 100 μm.

In the floral stem of the plant, *S. sclerotiorum* infection resulted in extensive host tissue degradation (Fig. 3). The floral stem of *C. sativa* is divided into distinct cell and tissue layers including the epidermis, cortex, phloem, xylem and pith (Fig. 3A). Extensive tissue degradation was revealed in infected floral stem tissues where *S. sclerotiorum* hyphae were abundant in the epidermis, cortex, vascular tissues, and pith of the *C. sativa* stem at 7 dpi (Fig. 3B). Most heavily degraded was the phloem, where cell walls had collapsed entirely, leading to the occurrence of regions of open space in areas where the fungus had used the phloem to travel further into the main stem of the plant. Although hyphae were also present within the xylem tracheids; degradation of this tissue layer was limited.

### Differential gene expression analysis reveals the induction of *C. sativa* defense responses and altered terpenoid production at the mRNA level by *S. sclerotiorum*

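Compared with uninfected colas of the same time point, 4490 genes were higher and 5522 lower in infected colas at 3 dpi, 6073 and 7542 at 5 dpi, and 4323 and 5069 at 7 dpi. The scaling of the libraries moved these counts most. The genes that were higher made up 44.8, 44.6 and 46.0% of the calls at 3, 5 and 7 dpi with TMM factors, 25.6, 22.5 and 26.2% without a composition factor, and 16.1, 13.2 and 11.7% with the libraries scaled to the RT-qPCR reference genes *TIP41* and *APT1*. With RLE factors they made up 52.6, 49.4 and 50.2%, and with DESeq2 51.7, 48.9 and 49.4%, so that which direction has more genes depends on the scaling at 3 and 7 dpi. The median log2 fold change of all tested genes at 3, 5 and 7 dpi was -0.09, -0.11 and -0.06 with TMM factors, -0.32, -0.57 and -0.26 without a composition factor and -0.52, -0.96 and -0.63 with the reference genes.

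**Figure D2:**
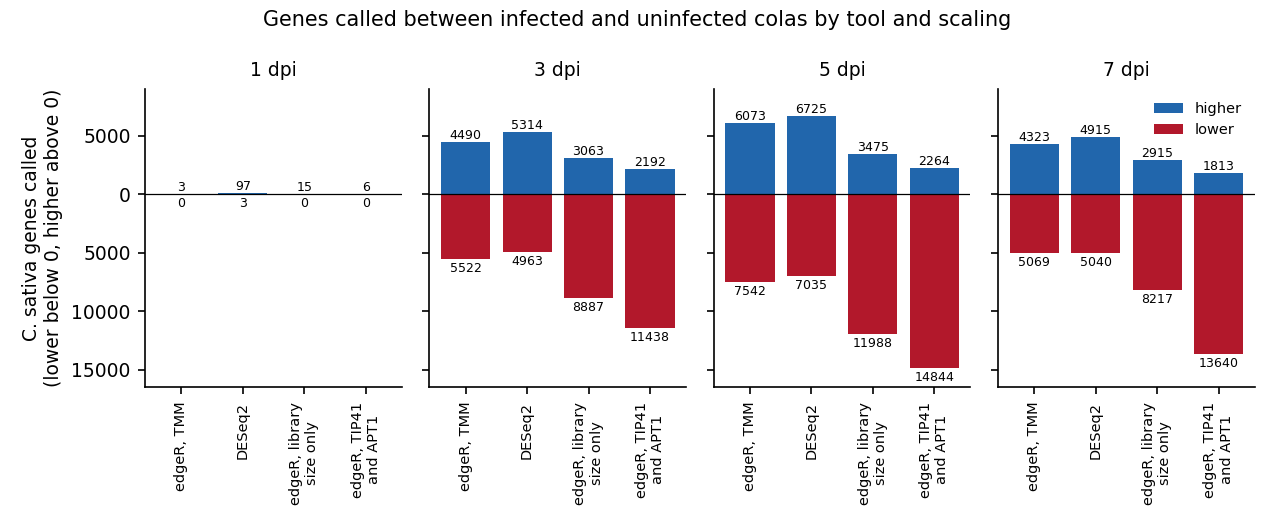
Number of host genes called higher (above 0) and lower (below 0) in infected than in uninfected colas, by days post inoculation and by tool and scaling of the libraries. At 5 dpi, TMM factors give 6073 higher and 7542 lower genes.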

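At 1 dpi, edgeR called 3 genes higher and 0 lower, with 797 higher and 336 lower at an unadjusted p under 0.05, while DESeq2 called 97 higher and 3 lower. The 3 genes are *PEROXIDASE 5-LIKE* (LOC115723295), *MONOTERPENE SYNTHASE MTS1* (LOC115723097) and LOC115710100, and they were chosen for naming at 1 dpi after their values were seen. *PEROXIDASE 5-LIKE* had 4.71 ± 3.61 CPM in infected and 0.119 ± 0.0863 CPM in uninfected colas (n = 4 each; log2 fold change 5.21, 5.91 without uninfected 1 dpi replicate 3). *MTS1* had 4.51 ± 2.75 and 0.327 ± 0.384 CPM (log2 fold change 3.70, 4.92 without uninfected 1 dpi replicate 3) and LOC115710100 had 2.31 ± 0.359 and 0.277 ± 0.0909 CPM (log2 fold change 3.03). Each had an adjusted p of 0.0205 from edgeR, and the infected colas did not all lie above the uninfected colas for *PEROXIDASE 5-LIKE* and *MTS1*, while they did for LOC115710100. All 3 calls were lost without any one of infected 1 dpi replicate 2, infected 1 dpi replicate 3, uninfected 1 dpi replicate 1, uninfected 1 dpi replicate 2 or uninfected 1 dpi replicate 4, with adjusted p-values of 0.0508 to 0.187. The number of genes called higher was 5 without infected 1 dpi replicate 1, 13 without uninfected 1 dpi replicate 3 and 113 without infected 1 dpi replicate 4, and 0 without any of the other 5 libraries, while 2 genes were called lower without infected 1 dpi replicate 4.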

Next, we carried out differential gene expression analysis to better understand how *C. sativa* responds to *S. sclerotiorum* at the mRNA level (Fig. 4). The largest number of up-regulated differentially expressed genes (DEGs) in *C. sativa* were found at the intersection of 3-, 5- and 7 dpi, and of 3- and 5 dpi, with 2937 and 1855 genes, respectively (Fig. 4A). 

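Among the genes called higher by edgeR at an adjusted p under 0.05, 2533 were shared by 3, 5 and 7 dpi and 1623 by 3 and 5 dpi alone. The scaling without a composition factor moved these sets most, to 1681 and 888 genes. Leaving out 1 library at a time gave 2347 to 2900 genes for the first set and 1387 to 1819 for the second.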

Specific to each timepoint, 4 genes were upregulated at 1 dpi, 393 genes at 3 dpi, 861 genes at 5 dpi, and 850 genes at 7 dpi. 

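Genes called higher at a single time point numbered 306 at 3 dpi, 966 at 5 dpi, 814 at 7 dpi and 0 at 1 dpi, where DESeq2 gave 4 and where the 797 genes higher at an unadjusted p under 0.05 in edgeR include genes of the other sets. At 1 dpi the set held 2 genes without infected 1 dpi replicate 4 and 1 without infected 7 dpi replicate 3. The set of 3 dpi held 490 genes without infected 5 dpi replicate 4, and that of 7 dpi 533 without uninfected 7 dpi replicate 1. The set of 5 dpi moved most without a composition factor, to 375 genes.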

To better understand the biological and molecular processes associated with these gene sets, we conducted a GO enrichment analysis (Fig. 4B). Enriched at all timepoints were GO terms associated with terpene biosynthesis (terpene synthase activity and diterpenoid biosynthetic process), plant stress responses (abscisic acid binding and response to oxidative stress), plant defense, and chitinase activity. Specific to 3- and 5 dpi, we observed enrichment of GO terms associated with protein synthesis/transport (translation and endoplasmic reticulum to Golgi vesicle-mediated transport). Shared between 5- and 7 dpi, were GO terms involved in hormone signalling (regulation of jasmonic acid signalling and regulation of SA biosynthesis), response to wounding, and calcium/calmodulin signalling. More generally, shared between 3-, 5-, and 7 dpi were terms pertaining to oxidative stress responses (glutathione metabolic process and hypersensitive response), ethylene signalling, and protein kinase and protein ser/thr kinase activity. In our data, we identified a larger number of enriched GO terms shared between infection time points while few GO terms were enriched at specific timepoints. All GO enrichment and differential gene expression analysis results and associated P-values are provided in the supporting information (Supplementary Material 1).

**Fig. 4:**
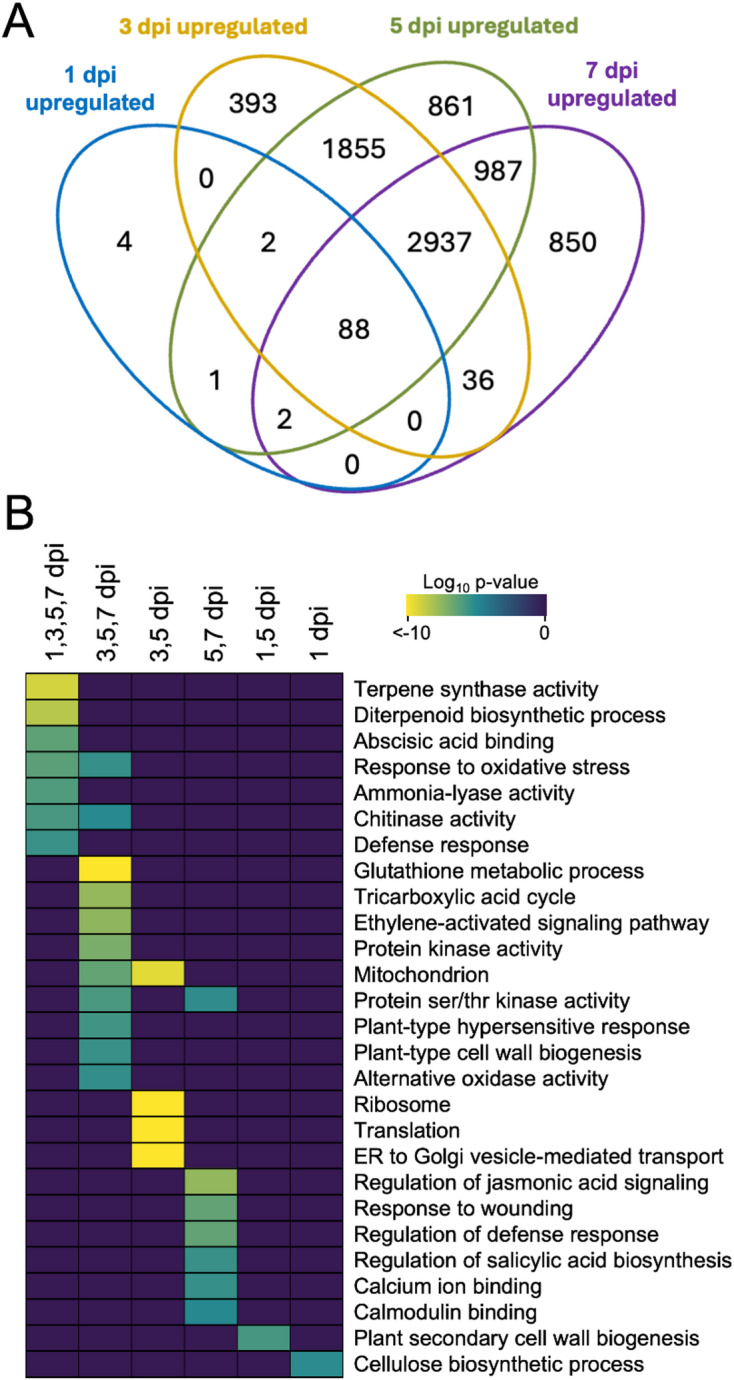
Upregulated differential gene expression of *C. sativa* infected with *S. sclerotiorum* over a seven-day infection period. (**A**) Venn diagram of significantly upregulated differentially expressed gene sets (FDR < 0.05) in response to infection. (**B**) Heatmap of significantly enriched GO terms (FDR < 0.01) resulting from timepoint-specific and shared subsets. A brighter yellow colour indicates greater statistical significance. dpi = days post inoculation.

In response to infection, we uncovered genes encoding chitinases and endochitinases to be upregulated in *C. sativa* (Fig. 5). Those with highest fold changes in response to infection at 5 dpi included *ENDOCHINTINASE 2* (*LOC115705823*; 1982-fold) and *ENDOCHITINASE-LIKE* (*LOC133037227*; 1074-fold). Also seen to be highly upregulated at 5 dpi were genes involved the plant SAR response, including *PATHOGENESIS RELATED* (*PR*) genes. These genes included *THAUMATIN-LIKE PROTEIN 1B* (*PR-5; LOC115710654*; 3487-fold), *PATHOGENESIS-RELATED PROTEIN STH-2* (*PR-10a; LOC115722015;* 917-fold) and *MAJOR ALLERGEN PRU AV 1* (*PR-10; LOC115722031*; 899-fold). Additionally, we observed the induction of genes involved in JA/ET hormone signalling. 

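*ENDOCHITINASE 2* lies on chromosome X from 17258780 to 17260691 and *ENDOCHITINASE-LIKE* on chromosome 4 from 43735386 to 43736911. At 5 dpi *ENDOCHITINASE 2* had 155 ± 44.4 CPM in infected colas (n = 4) and no counts in the 4 uninfected colas, so that it was at least 14653-fold higher (adjusted p = 2.46e-08 from edgeR). Scaling the libraries to *TIP41* and *APT1* moved this limit to 8019, and taking 6 counts (3 read pairs) for the limit gave 7326. *ENDOCHITINASE-LIKE* had 147 ± 35.1 CPM in infected and 0.116 ± 0.143 CPM in uninfected colas at 5 dpi (n = 4 each), a log2 fold change of 10.36 (SE 0.77, adjusted p = 1.42e-11 from edgeR), which was 11.57 without uninfected 5 dpi replicate 3. Its infection effect changed by -2.85 on the log2 scale from 5 to 7 dpi (adjusted p = 0.0432 from edgeR). This call was lost without any one of infected 5 dpi replicates 1, 2 and 3, infected 7 dpi replicates 1 and 3, uninfected 5 dpi replicates 1, 2 and 4 or uninfected 7 dpi replicates 1 and 3 (adjusted p = 0.054 to 0.169 from edgeR). The other chitinase genes of Fig. 5, *MULATEXIN* (LOC115714708) and *CHITINASE 5* (LOC115698289), had log2 fold changes of 9.50 (1027 ± 487 against 1.41 ± 0.714 CPM, adjusted p = 1.52e-12 from edgeR) and 7.00 (603 ± 144 against 4.71 ± 0.797 CPM, adjusted p = 1.47e-11) at 5 dpi. For *MULATEXIN* the effect at 7 dpi was 9.62 (1434 ± 429.98 CPM in infected colas), a difference of 0.12 from 5 dpi (adjusted p = 0.959 from edgeR), while for *CHITINASE 5* it was -3.08 from 5 to 7 dpi (adjusted p = 7.89e-04).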

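*PR-5* lies on chromosome 3 from 16554684 to 16556522, and *PR-10a* and *PR-10* lie near each other on chromosome 9, from 5554555 to 5555616 and from 5580276 to 5586708. At 5 dpi *PR-5* had 195 ± 55.5 CPM in infected and 0.0423 ± 0.0475 CPM in uninfected colas (n = 4 each), a log2 fold change of 12.08 (SE 1.00, adjusted p = 9.03e-11 from edgeR), which is a 4325-fold increase, or 3598-fold with ashr. The uninfected colas held 12 counts of *PR-5* in all, and without uninfected 5 dpi replicate 2 the log2 fold change was 13.15. *PR-10a* rose from 1.09 ± 0.640 to 1022 ± 323 CPM (log2 fold change 9.87, SE 0.71, adjusted p = 8.07e-12 from edgeR), a 937-fold increase. *PR-10* rose from 0.0833 ± 0.0192 to 78.1 ± 28.5 CPM (log2 fold change 9.85, SE 0.67, adjusted p = 3.91e-12 from edgeR), a 920.3-fold increase. Every infected cola was above every uninfected cola for each gene. From 3 to 5 dpi the infection effect rose by 4.84 on the log2 scale for *PR-5* (adjusted p = 0.0251 from edgeR) and by 3.09 for *PR-10* (adjusted p = 0.0324), while the rise of 1.13 for *PR-10a* was not detectable (adjusted p = 0.367). For *PR-5* and *PR-10* most of the rise lies in the uninfected colas. For *PR-5* the infected colas went from 72.8 ± 39.1 to 195 ± 55.5 CPM and the uninfected colas from 0.494 ± 0.482 to 0.0423 ± 0.0475 CPM, and for *PR-10* from 35.3 ± 21.0 to 78.1 ± 28.5 and from 0.323 ± 0.0633 to 0.0833 ± 0.0192 CPM. At 3 dpi the log2 fold change of *PR-5* was 7.24, or 8.08 without uninfected 3 dpi replicate 1. The call of the rise was lost for *PR-5* without any one of infected 3 dpi replicate 3 or uninfected 3 dpi replicate 1 (adjusted p = 0.0525 to 0.0788 from edgeR), and for *PR-10* without any one of infected 3 dpi replicates 2 and 3, infected 5 dpi replicate 3, uninfected 3 dpi replicates 2 and 4 or uninfected 5 dpi replicates 1, 2 and 3 (adjusted p = 0.0501 to 0.0694 from edgeR).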

*JASMONATE-ZIM DOMAIN* (*JAZ*) protein genes *JAZ5* and *JAZ8* in addition to *ETHYLENE RESPONSIVE FACTORs* (*ERF*) *ERF096* and *ERF098* were also significantly differentially expressed. Furthermore, we uncovered the notable upregulation of numerous RLK genes that included *WALL ASSOCIATED RECEPTOR KINASE 2* (*WAK2; LOC115708008*) and *WALL ASSOCIATED RECEPTOR KINASE-LIKE 1* (*WAKL1; LOC115696698*) which both exhibited a 500-fold increase in expression, in addition to various other serine/threonine RLKs that include *G-TYPE LECTIN S-RECEPTOR-LIKE SERINE/THREONINE-PROTEIN KINASE 3* (*LECRK3; LOC113032648*) and *LECRK4* (*LOC115721224*). 

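*ERF096* (LOC115722582) and *ERF098* (LOC115723371) lie near each other on chromosome 9, from 566070 to 566841 and from 552167 to 553175. *ERF096* had log2 fold changes of 8.60 at 3 dpi (adjusted p = 2.62e-06 from edgeR), 10.01 at 5 dpi (adjusted p = 5.03e-07) and 7.10 at 7 dpi (adjusted p = 7.08e-05), with 24.3 ± 7.01 CPM in infected and 0.0213 ± 0.0278 CPM in uninfected colas at 5 dpi (n = 4 each). It was 11.04 at 5 dpi without uninfected 5 dpi replicate 1, 5.95 at 7 dpi without infected 7 dpi replicate 4 and 8.51 without uninfected 7 dpi replicate 4. *ERF098* had 8.04 (adjusted p = 7.09e-10 from edgeR), 9.26 (adjusted p = 2.34e-11) and 7.68 (adjusted p = 2.22e-09), with 14.5 ± 4.16 against 0.0213 ± 0.0278 CPM at 5 dpi, and was 10.30 at 5 dpi without uninfected 5 dpi replicate 1 and 8.73 at 7 dpi without uninfected 7 dpi replicate 1. At 1 dpi neither was called, with 1.77 for *ERF096* and 1.29 for *ERF098* (both adjusted p = 1 from edgeR). The paper's main text gives no identifiers for *JAZ5* and *JAZ8*, and Fig. 5 labels the JAZ family genes *TIFY 9* (LOC115712145) and *TIFY 5A-LIKE* (LOC115701213). *TIFY 9* had log2 fold changes of 2.64 at 3 dpi, 4.29 at 5 dpi and 2.35 at 7 dpi (adjusted p = 9.30e-06, 4.46e-09 and 3.43e-05 from edgeR), and its effect changed by -1.93 from 5 to 7 dpi (adjusted p = 0.0155). *TIFY 5A-LIKE* had -0.03 at 3 dpi (adjusted p = 0.99 from edgeR), 4.53 at 5 dpi (2.12 ± 0.790 against 0.0894 ± 0.0588 CPM, adjusted p = 3.74e-04) and 2.91 at 7 dpi (adjusted p = 0.0117). At 7 dpi its call was lost without infected 7 dpi replicate 4 (2.26, adjusted p = 0.0604 from edgeR), and its log2 fold change was 5.11 without uninfected 7 dpi replicate 4. The effect on *TIFY 5A-LIKE* was 4.56 higher at 5 than at 3 dpi (adjusted p = 0.0377 from edgeR), a call that was lost without any one of infected 3 dpi replicates 1, 2 and 3, infected 5 dpi replicates 2, 3 and 4, uninfected 3 dpi replicate 4 or uninfected 5 dpi replicates 1, 2 and 3 (adjusted p = 0.0519 to 0.111 from edgeR). Most of this difference lies in the uninfected colas, which had 1.29 ± 1.26 CPM at 3 dpi, while the infected colas had 1.28 ± 0.639 CPM. The log2 fold change at 3 dpi was 0.92 without uninfected 3 dpi replicate 4 (adjusted p = 0.435 from edgeR).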

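*WAK2* lies on chromosome 1 from 47962979 to 47967077 and *WAKL1* on chromosome 7 from 54852104 to 54860891. At 5 dpi *WAK2* had 26.4 ± 12.4 CPM in infected and 0.0480 ± 0.0633 CPM in uninfected colas (n = 4 each), a log2 fold change of 8.99 (SE 0.76, adjusted p = 1.26e-10 from edgeR) and a 508-fold increase. It had 10.25 without uninfected 5 dpi replicate 4. *WAKL1* had 8.88 ± 4.42 CPM in infected colas and 4 counts in all in uninfected colas. Its log2 fold change was 9.09 (SE 1.26, adjusted p = 1.13e-06 from edgeR), a 544-fold increase, or 293-fold with ashr. Without uninfected 5 dpi replicate 2 the fitted value was 12.11. Few or no uninfected counts are left there, so that 12.11 is neither precise nor a limit. At 3 dpi *WAK2* had a log2 fold change of 7.97 (8.56 without uninfected 3 dpi replicate 3) and *WAKL1*, without counts in uninfected colas, was at least 401-fold higher. *LECRK3*, which Fig. 5 labels LOC133032648, had log2 fold changes of 5.60, 6.62 and 4.65 at 3, 5 and 7 dpi (adjusted p = 3.76e-09, 1.21e-10 and 7.28e-08 from edgeR). *LECRK4* had 3.05, 4.48 and 3.73 (adjusted p = 5.47e-07, 6.86e-10 and 3.83e-08 from edgeR). Of the other kinase genes of Fig. 5, the leucine-rich repeat receptor-like kinase gene LOC115724793, *RIPK* (LOC115706035) and the lectin receptor-like kinase gene LOC115702830 had 9.07, 7.44 and 4.93 at 5 dpi (adjusted p = 5.20e-09, 2.81e-11 and 2.13e-05 from edgeR), the last 5.71 without uninfected 5 dpi replicate 4. From 5 to 7 dpi the infection effect fell by 3.42 on the log2 scale for *WAK2* (adjusted p = 0.0336 from edgeR). The change was -1.97 for *LECRK3* (adjusted p = 0.0487 from edgeR) and -2.05 for *RIPK* (adjusted p = 0.0312). These calls depend on the libraries used: that of *WAK2* was lost without any one of infected 5 dpi replicate 2, infected 7 dpi replicate 3, uninfected 5 dpi replicates 2 and 3 or uninfected 7 dpi replicates 1, 3 and 4 (adjusted p = 0.0532 to 0.0778 from edgeR), that of *RIPK* without any one of infected 5 dpi replicates 2 and 4, infected 7 dpi replicates 2, 3 and 4, uninfected 5 dpi replicates 1, 2 and 4 or uninfected 7 dpi replicates 1 and 2 (adjusted p = 0.0506 to 0.0663 from edgeR), and that of *LECRK3* without any one of infected 5 dpi replicates 2, 3 and 4, infected 7 dpi replicates 2, 3 and 4, uninfected 5 dpi replicates 1, 2, 3 and 4 or uninfected 7 dpi replicates 1, 2, 3 and 4 (adjusted p = 0.0521 to 0.108 from edgeR). *LECRK4* did not change detectably (-0.75, adjusted p = 0.349 from edgeR). *CALMODULIN* (LOC115718398), also in Fig. 5, had 4.46, 4.51 and 3.71 at 3, 5 and 7 dpi (adjusted p = 1.01e-07, 2.19e-08 and 9.41e-07 from edgeR), with 5.10 at 5 dpi without uninfected 5 dpi replicate 2, and it was not called at 1 dpi (1.88, adjusted p = 0.212) except without infected 1 dpi replicate 4 (2.17, adjusted p = 0.0254). At 1 dpi none of the 7 kinase genes was called by edgeR, and the smallest adjusted p was that of LOC115702830, with a log2 fold change of 3.03 (adjusted p = 0.272), which was called without infected 1 dpi replicate 4 (3.43, adjusted p = 0.0329).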

Finally, a number of peroxidases in *C. sativa* were also found to be highly upregulated in response to *S. sclerotiorum*. These peroxidases included *PEROXIDASE 57* (*PER57; LOC115722259*), *CATIONIC PEROXIDASE 1* (*LOC115720664*), *LIGNIN-FORMING ANIONIC PEROXIDASE* (*LOC115723064*), and *PEROXIDASE 5-LIKE* (*LOC115723295*) with fold changes at 5 dpi of 9710, 2868, 2375, and 1470, respectively.

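*PER57* lies on chromosome 9 from 60179227 to 60181093, *CATIONIC PEROXIDASE 1* on chromosome 2 from 53522254 to 53524328, and *LIGNIN-FORMING ANIONIC PEROXIDASE* and *PEROXIDASE 5-LIKE* near each other on chromosome 9, from 54821258 to 54822747 and from 54812954 to 54814235. At 5 dpi *PER57* had 252 ± 83.1 CPM in infected colas (n = 4) and 4 counts in all in uninfected colas. Its log2 fold change was 13.91 (SE 1.04, adjusted p = 1.50e-11 from edgeR), a 15352-fold increase, or 10476-fold with ashr. Without uninfected 5 dpi replicate 1 the fitted log2 fold change was 16.94. Few or no uninfected counts are left there, so that this value is neither precise nor a limit. *CATIONIC PEROXIDASE 1* rose from 0.110 ± 0.118 to 407 ± 83.7 CPM (log2 fold change 11.81, SE 1.11, adjusted p = 9.48e-10 from edgeR), a 3586-fold increase (2950-fold with ashr), with a log2 fold change of 12.54 without uninfected 5 dpi replicate 1. *LIGNIN-FORMING ANIONIC PEROXIDASE* had 13.0 ± 13.4 CPM in infected colas and no counts in uninfected colas, so that it was at least 1295-fold higher (adjusted p = 1.93e-06 from edgeR), or at least 619-fold without infected 5 dpi replicate 2. *PEROXIDASE 5-LIKE* rose from 0.106 ± 0.0820 to 190.2 ± 114 CPM (log2 fold change 10.76, SE 0.96, adjusted p = 3.15e-10 from edgeR), a 1736-fold increase (1495-fold with ashr), and its log2 fold change at 3 dpi was 10.79. From 3 to 5 dpi the infection effect rose by 4.88 on the log2 scale for *CATIONIC PEROXIDASE 1* (adjusted p = 0.0208 from edgeR), a call that was lost without uninfected 3 dpi replicate 1 (adjusted p = 0.0668 from edgeR). Most of this rise lies in the uninfected colas, which went from 2.0 ± 2.45 to 0.110 ± 0.118 CPM, while the infected colas went from 241 ± 73.6 to 407 ± 83.7 CPM. At 3 dpi the log2 fold change was 6.93, or 8.14 without uninfected 3 dpi replicate 1. From 3 to 5 dpi, for *PER57* and *PEROXIDASE 5-LIKE* no change was detectable (adjusted p = 0.542 and 1 from edgeR). For *LIGNIN-FORMING ANIONIC PEROXIDASE*, without uninfected counts at 5 dpi, the test cannot decide (4.17, SE 2.95, adjusted p = 0.439 from edgeR). From 5 to 7 dpi no change was detectable for *PER57*, *CATIONIC PEROXIDASE 1* or *PEROXIDASE 5-LIKE* (adjusted p = 0.367, 0.8 and 0.143 from edgeR).

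**Figure D3:**
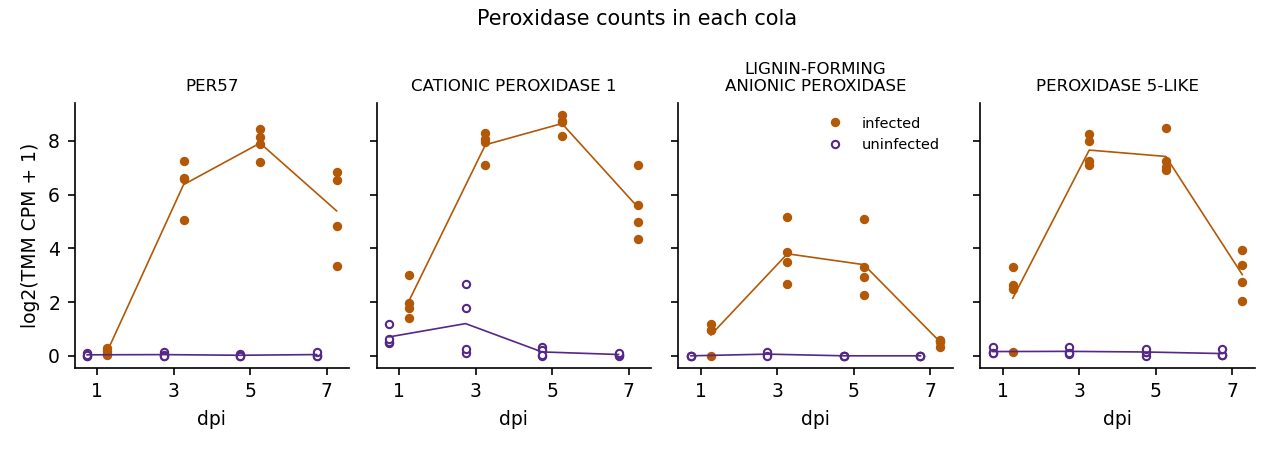
CPM of the 4 peroxidase genes in infected and uninfected colas at 1, 3, 5 and 7 dpi, drawn as log2 of CPM plus 1. Points are single colas and lines join the group means, and at 5 dpi every infected cola lies above every uninfected cola.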

**Fig. 5:**
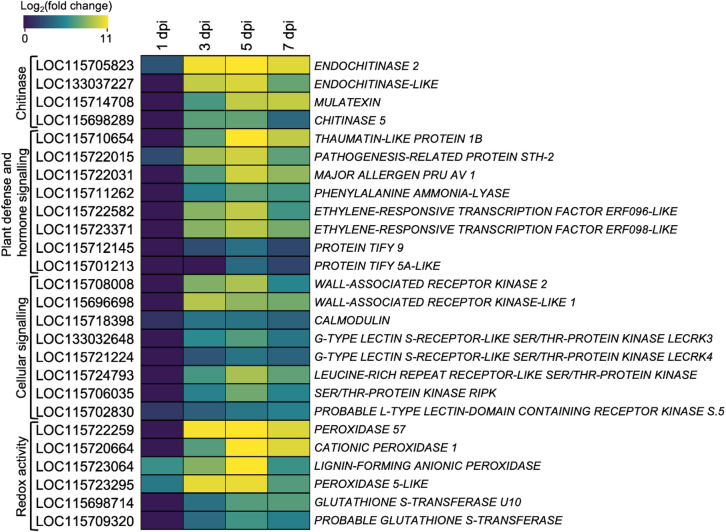
Heatmap of significantly differentially expressed *C. sativa* genes (FDR < 0.05) belonging to enriched GO terms following inoculation with *S. sclerotiorum*. Brighter yellow colour indicates a greater fold change in expression compared to uninfected plants. dpi = days post inoculation.

We were next interested in understanding the genes and biological processes that were downregulated in *C. sativa* in response to infection with *S. sclerotiorum* (Supplementary Figure S6). The largest number of down-regulated genes were shared between 3-, 5- and 7 dpi (2866 genes; Supplementary Figure S6A). 

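Among the genes called lower in infected colas, 3034 were shared by 3, 5 and 7 dpi. Without a composition factor, the setting that moved this set most, it held 5788 genes, and leaving out 1 library at a time gave 2283 to 3251.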

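At 3 and 5 dpi alone, 1775 genes were called lower, and 1127 at 5 and 7 dpi alone. With the fit restricted to the libraries of each time point, 906 genes were shared by 3 and 5 dpi alone.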

Large numbers of shared DEGs were also observed between 3- and 5 dpi (1458 genes) and 5- and 7 dpi (1179 genes). Specific to each timepoint, we identified 850 DEGs at 7 dpi, 1540 DEGs at 5 dpi, 512 at 3 dpi, and interestingly, 0 at 1 dpi. 

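Genes called lower at a single time point numbered 801 at 7 dpi (492 without infected 7 dpi replicate 2), 1606 at 5 dpi and 606 at 3 dpi (365 without infected 3 dpi replicate 4). At 1 dpi edgeR gave 0 such genes, or 2 without infected 1 dpi replicate 4, with 336 genes lower at an unadjusted p under 0.05 in any set, and DESeq2 also gave 0.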

GO enrichment revealed enrichment of terms associated with photosynthesis, cellular development, and terpene synthesis (diterpenoid biosynthetic process and terpene synthase activity) were shared between 3-, 5-, and 7 dpi (Supplementary Figure S6B). Abscisic acid biosynthesis was enriched in gene sets shared between 3- and 5- dpi while biological processes associated with hormone activity like jasmonic acid biosynthesis and cytokinin signalling were specific to gene sets at 3 dpi.

While terpene/diterpenoid biosynthesis GO terms were enriched in both up and downregulated gene sets, the specific genes involved in either GO term were unique (Fig. 6). 

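Fig. 6 and the text name 24 terpene synthase genes, of which 7 were called higher and 17 lower in infected colas at 5 dpi. At 3 dpi 7 were higher and 16 lower, at 7 dpi 7 and 17, and at 1 dpi 1 and 0. The 1 dpi call was that of *MTS1* LOC115723097. It was lost without any one of infected 1 dpi replicates 2 and 3 or uninfected 1 dpi replicates 1, 2 and 4. Without infected 1 dpi replicate 4, LOC133031472, LOC133030985, LOC115723096, LOC115723095, *GERMACRENE D SYNTHASE-LIKE* and *TPS11* were also called higher at 1 dpi. The gene not called at 3 dpi was *MYRCENE SYNTHASE* LOC115716063 (log2 fold change -1.34, adjusted p = 0.0506 from edgeR), which had -3.32 at 5 dpi (-4.05 without infected 5 dpi replicate 4, adjusted p = 9.20e-05). At 3 dpi it was called without infected 3 dpi replicate 3 (adjusted p = 0.0217 from edgeR) and without uninfected 3 dpi replicate 1 (0.0232). None of the called genes changed direction at 3, 5 or 7 dpi with RLE factors, without a composition factor or with the reference genes. *TPS11* (LOC115699029) rose at 5 dpi from 0.145 ± 0.128 to 40.1 ± 38.1 CPM (n = 4 each; log2 fold change 8.07, adjusted p = 6.92e-08 from edgeR), with 7.18 without infected 5 dpi replicate 2 and 8.70 without uninfected 5 dpi replicate 1. Its effect changed by -5.50 from 5 to 7 dpi (adjusted p = 0.00732 from edgeR). Its call at 7 dpi (log2 fold change 2.57, adjusted p = 0.0326 from edgeR) was lost without infected 7 dpi replicate 1 (adjusted p = 0.117), infected 7 dpi replicate 4 (0.058), uninfected 7 dpi replicate 1 (0.058), uninfected 7 dpi replicate 2 (0.0774) or uninfected 7 dpi replicate 4 (0.0787). *TPS10* (LOC115715811) had 3 counts in all and *TPS10-LIKE* (LOC115716806) 1 count in all in infected colas at 5 dpi. *TPS10* had a log2 fold change of -2.68 at 7 dpi (adjusted p = 0.00734 from edgeR). At 3 dpi its call (adjusted p = 0.0312 from edgeR) was lost without infected 3 dpi replicate 1 (0.0672), infected 3 dpi replicate 2 (0.0853), infected 3 dpi replicate 4 (0.0998) or uninfected 3 dpi replicate 3 (0.111). For *TPS10-LIKE* the call at 5 dpi (adjusted p = 0.024 from edgeR) was lost without infected 5 dpi replicate 2 (0.0759), infected 5 dpi replicate 3 (0.0649), infected 5 dpi replicate 4 (0.0532) or uninfected 5 dpi replicate 1 (0.0812).

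**Figure D4:**
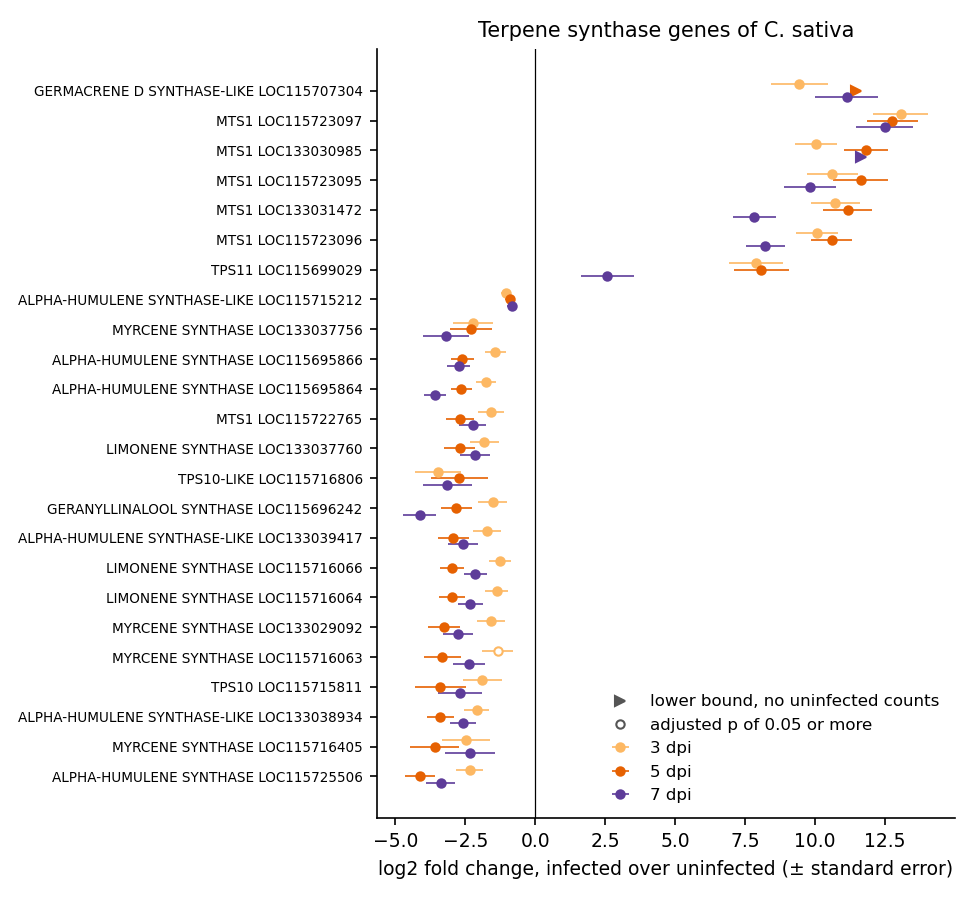
Log2 fold change (infected over uninfected colas) of the named terpene synthase genes at 3, 5 and 7 dpi, with approximate standard errors derived from the F statistic of edgeR's test. Genes right of 0 are higher and genes left of 0 lower in infected colas, and triangles are lower bounds for genes without counts in uninfected colas.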

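On chromosome 9, the *MONOTERPENE SYNTHASE MTS1* genes LOC115723097, LOC115723096, LOC133030985, LOC133031472 and LOC115723095 start at 52779509, 52791748, 52797094, 52874081 and 52943283. At 3 dpi LOC115723095 had 445 ± 144 CPM in infected and 0.277 ± 0.169 CPM in uninfected colas (n = 4 each), a log2 fold change of 10.62 (SE 0.92, adjusted p = 7.45e-10 from edgeR). LOC133030985 had 10.03 at 3 dpi (10.62 without uninfected 3 dpi replicate 1), and LOC115723097, LOC115723096 and LOC133031472 had 3 counts each in uninfected colas, with ratios of 9970.1 (95% counting interval 3412 to 48346), 1240.1 (424 to 6013) and 1966 (673 to 9532). With a read pair taken as 2 counts these intervals are 2070.00 to 61745, 257 to 7679.9 and 408 to 12173. The log2 fold change at 3 dpi went from 13.07 to 13.92 for LOC115723097 without uninfected 3 dpi replicate 4 and from 10.72 to 11.59 for LOC133031472 without uninfected 3 dpi replicate 2. At 5 dpi the log2 fold changes of LOC115723097, LOC115723096, LOC133030985 and LOC115723095 were 12.75, 10.60, 11.82 and 11.62, with adjusted p-values of at most 1.04e-10 from edgeR. They were 16.68 for LOC115723097 without uninfected 5 dpi replicate 2, 12.16 for LOC115723096 without uninfected 5 dpi replicate 1 and 13.35 for LOC133030985 without uninfected 5 dpi replicate 4. In each case the cola left out held most of the uninfected counts, so that these fitted values are imprecise and are not limits. *GERMACRENE D SYNTHASE-LIKE* (LOC115707304) lies on chromosome 1 from 67986543 to 67989931 and had 15.6 ± 7.29 CPM in infected and 0.0194 ± 0.0238 CPM in uninfected colas at 3 dpi (log2 fold change 9.44, 10.40 without uninfected 3 dpi replicate 4, adjusted p = 7.98e-08 from edgeR). Another gene that Fig. 6 labels *MTS1*, LOC115722765, starts at 52685272 on the same chromosome. It was lower in infected colas, with a log2 fold change of -2.69 at 5 dpi (-2.03 without uninfected 5 dpi replicate 1, adjusted p = 3.31e-05 from edgeR). How reads that map to several of these neighbouring genes were counted is not given in the sources used here, so that the values of single *MTS1* genes are uncertain.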

Upregulated in response to *S. sclerotiorum* infection were *C. sativa* terpene synthases that included *MONOTERPENE SYNTHASE MTS1* (*LOC133031472*,* LOC115723097*,* LOC133030985*,* LOC115723096*,* LOC115723095*) and *(-)-GERMACRENE D SYNTHASE-LIKE* (*LOC115707304*). Both genes were very highly upregulated with fold changes seen as high as 6361 at 7dpi (*LOC13303985*) and 6400 at 5dpi (*LOC115707304*). Conversely, genes downregulated in response to infection included *ALPHA-HUMULENE SYNTHASE* and -*SYNTHASE-LIKE* (*LOC115695864*,* LOC115695866*,* LOC115725506* and *LOC133038934*,* LOC133039417*,* LOC115715212*), *(E-E)-GERANYLLINALOOL SYNTHASE* (*LOC115696242*), *(-)-LIMONENE SYNTHASE* (*LOC115716064*,* LOC115716066*,* LOC133037760*) and *MYRCENE SYNTHASE* (*LOC115716405*,* LOC133029092*,* LOC133037756*). 

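The *MTS1* gene LOC133030985, the named *MTS1* gene whose identifier is closest to the one given, had 31.0 ± 10.7 CPM in infected colas at 7 dpi (n = 4) and no counts in uninfected colas, so that it was at least 3177-fold higher (adjusted p = 3.60e-10 from edgeR). *GERMACRENE D SYNTHASE-LIKE* had 32.6 ± 15.7 CPM in infected colas at 5 dpi and no counts in uninfected colas, and was at least 2806-fold higher (adjusted p = 3.24e-09 from edgeR). Among the scalings, that to *TIP41* and *APT1* moved these limits most, to 2117 and 1536. Taking 6 counts (3 read pairs) for the limits gave 1588 and 1403. Whether the infection effect changed from 5 to 7 dpi cannot be decided for these genes, since each has a time point without uninfected counts. The fitted differences were 2.10 for LOC133030985 (SE 2.31, adjusted p = 0.59 from edgeR) and -2.86 for *GERMACRENE D SYNTHASE-LIKE* (SE 3.51, adjusted p = 0.639).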

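The 6 *ALPHA-HUMULENE SYNTHASE* and *SYNTHASE-LIKE* genes lie on chromosome 6, *(E-E)-GERANYLLINALOOL SYNTHASE* on chromosome 7, and the *LIMONENE SYNTHASE* and *MYRCENE SYNTHASE* genes on chromosome 5. All 13 genes were called lower in infected colas at 3, 5 and 7 dpi, and none at 1 dpi (each adjusted p = 1 from edgeR). At 5 dpi *ALPHA-HUMULENE SYNTHASE* LOC115695866 fell from 27.7 ± 15.9 to 4.63 ± 2.06 CPM (n = 4 each; log2 fold change -2.60, SE 0.40, adjusted p = 2.96e-06 from edgeR). The log2 fold changes of LOC115695864, LOC133038934, LOC133039417 and LOC115715212 were -2.65, -3.39, -2.92 and -0.90. *LIMONENE SYNTHASE* LOC115716064 fell from 92.1 ± 42.8 to 11.8 ± 5.80 CPM at 5 dpi (log2 fold change -2.97, SE 0.45, adjusted p = 2.32e-06 from edgeR). LOC115716066 and LOC133037760 had -2.96 and -2.70. *MYRCENE SYNTHASE* LOC133029092 fell from 3.76 ± 1.27 to 0.418 ± 0.277 CPM (log2 fold change -3.24, SE 0.57, adjusted p = 1.83e-05 from edgeR). LOC115716405 and LOC133037756 had -3.60 and -2.28. Single colas moved some of these values at 5 dpi, to -2.78 for LOC133038934 without uninfected 5 dpi replicate 1, -3.57 for LOC133039417 without infected 5 dpi replicate 3, -2.43 for LOC115716405 without uninfected 5 dpi replicate 4 and -3.27 for LOC133037756 without infected 5 dpi replicate 2. At 3 dpi the call of *GERANYLLINALOOL SYNTHASE* was lost without infected 3 dpi replicate 1 (adjusted p = 0.0559 from edgeR), infected 3 dpi replicate 4 (0.0579) or uninfected 3 dpi replicate 2 (0.0782). That of LOC115716066 was lost without infected 3 dpi replicate 4 (adjusted p = 0.0623 from edgeR) and that of LOC133029092 without infected 3 dpi replicate 1 (0.0593) or infected 3 dpi replicate 4 (0.0607). LOC115716405 lost its call at 3 dpi without infected 3 dpi replicate 1 (adjusted p = 0.0655 from edgeR), infected 3 dpi replicate 2 (0.0675), infected 3 dpi replicate 4 (0.0614) or uninfected 3 dpi replicate 2 (0.129). At 7 dpi LOC115716405 lost it without infected 7 dpi replicate 1 (adjusted p = 0.127 from edgeR), infected 7 dpi replicate 3 (0.114), infected 7 dpi replicate 4 (0.0626), uninfected 7 dpi replicate 2 (0.0528), uninfected 7 dpi replicate 3 (0.0548) or uninfected 7 dpi replicate 4 (0.0962).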

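*GERANYLLINALOOL SYNTHASE* (LOC115696242) had 2.31 ± 1.75 CPM in infected and 40.3 ± 11.0 CPM in uninfected colas at 7 dpi (n = 4 each), a 17.4-fold decrease (log2 fold change -4.12, SE 0.58, adjusted p = 2.16e-06 from edgeR), or 14.8-fold with ashr. Its log2 fold change at 7 dpi was -4.71 without infected 7 dpi replicate 4, and at 5 dpi it was -2.82, or -1.92 without uninfected 5 dpi replicate 1. *ALPHA-HUMULENE SYNTHASE* LOC115725506 had 2.60 ± 1.11 CPM in infected and 44.7 ± 37.6 CPM in uninfected colas at 5 dpi, a 17.5-fold decrease, or 14.6-fold with ashr (log2 fold change -4.13, SE 0.54, adjusted p = 2.10e-07 from edgeR). The log2 fold change was -3.36 without uninfected 5 dpi replicate 1. The difference between 7 and 5 dpi was not detectable for either gene (-1.30, adjusted p = 0.243, and 0.75, adjusted p = 0.496, from edgeR), except for *GERANYLLINALOOL SYNTHASE* without uninfected 5 dpi replicate 1 (adjusted p = 0.0193 from edgeR).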

Some of the most downregulated genes included *(E-E)-GERANYLLINALOOL SYNTHASE* (14.8-fold compared to uninfected plants at 7 dpi) and *ALPHA-HUMULENE SYNTHASE* (*LOC115725506;* 14.6-fold compared to uninfected plants at 5 dpi).

**Fig. 6:**
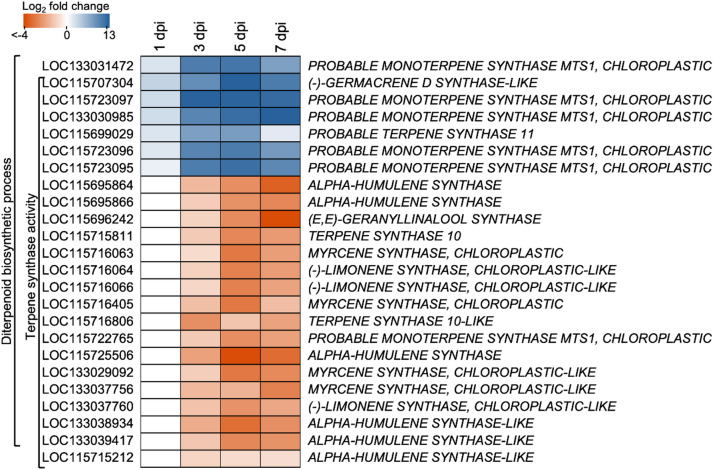
Heatmap of significantly up- and downregulated *C. sativa* genes of the diterpenoid biosynthetic process and terpene synthase activity in response to *S. sclerotiorum* (FDR < 0.05). Colour corresponds to log_2_fold change, where a saturated orange colour corresponds to a greater log_2_fold change downregulation, and a saturated blue colour corresponds to a greater log_2_fold change upregulation. dpi = days post inoculation.

### Differential gene expression analysis of *S. sclerotiorum* infecting *C. sativa* identified biological processes associated with carbohydrate metabolic activity and redox processing

To investigate changes in *S. sclerotiorum* gene activity during *C. sativa* infection, we carried out differential gene expression and gene ontology (GO) term enrichment analysis (Fig. 7). Differential expression analysis revealed a high degree of shared differentially expressed genes at all sample timepoints (770 upregulated DEGs; Fig. 7A). Further, we observed the specific upregulation of 308 DEGs at 1 dpi, 95 at 3 dpi, 198 at 5 dpi, and 877 at 7 dpi. GO terms associated with host plant cell wall breakdown and carbohydrate metabolism (carbohydrate metabolic process, cellulose binding, xylan catabolic process and polygalacturonase activity) in addition to protein serine/threonine kinase activity were shared across all time points. GO terms associated with carbohydrate and cell wall breakdown, together with fungal growth and development within the host were enriched in gene sets shared between 3-, 5-, and 7- dpi. Redox processes and homeostasis were enriched in both the 3-, 5-, 7 dpi shared group, and the 3-, 7 dpi shared group (Fig. 7B).

**Fig. 7:**
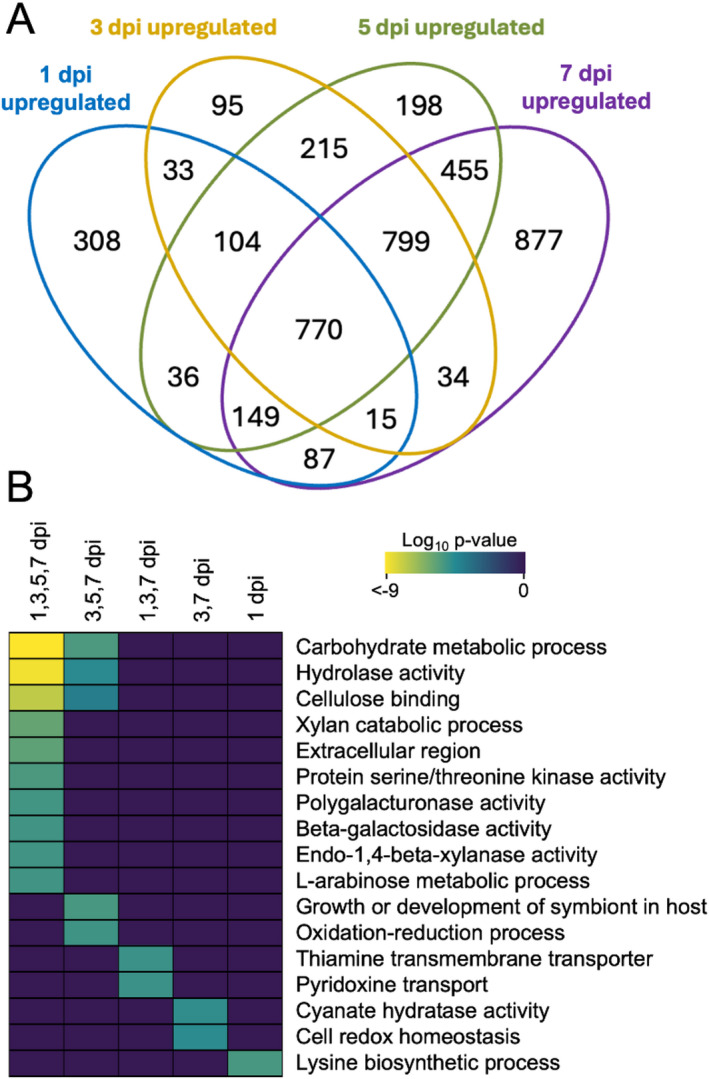
Upregulated differential gene expression of *S. sclerotiorum* infecting *C. sativa* across a seven-day infection period. (**A**) Venn diagram of significantly upregulated differentially expressed gene sets (FDR < 0.05) in response to infection. (**B**) Heatmap of significantly enriched GO terms (FDR < 0.01) resulting from timepoint-specific and shared subsets. A brighter yellow colour indicates greater statistical significance. Differentially expressed genes were compared to in vitro grown *S. sclerotiorum*. dpi = days post inoculation.

Differential gene expression analysis of downregulated genes identified large numbers of shared DEGs between all sampled time points (610 genes) and shared between 3-, 5- and 7 dpi (710 genes; Supplementary Figure S7). Gene ontology terms enriched across all sampled timepoints identified enriched GO terms associated with translation and protein folding (ribosome, translation, unfolded protein binding, and protein folding) in addition to mitochondrial activity (mitochondrion and tricarboxylic acid cycle).

### Validation of RNA Sequencing Results with RT-qPCR

To validate the findings of our RNA sequencing experiments, we studied the relative abundance of four *C. sativa* defense markers including *PR-1*,* PR-10a*,* PR-5*, and *ENDOCHITINASE-2* using reverse-transcriptase quantitative PCR (RT-qPCR). Data show similar levels of gene activity of the four selected transcripts in both the RNA sequencing counts data and relative mRNA abundance observed using RT-qPCR (Figure S8).

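At 1 dpi *PR-10a* (LOC115722015) had 28.3 ± 18.4 CPM in infected and 4.68 ± 3.44 CPM in uninfected colas (n = 4 each; log2 fold change 2.59, adjusted p = 0.0625 from edgeR). It was called without infected 1 dpi replicate 4 (adjusted p = 0.00315 from edgeR) and without uninfected 1 dpi replicate 3 (0.0261, log2 fold change 3.19). DESeq2 called it (adjusted p = 5.11e-04), as did edgeR without a composition factor (0.0433), and over all alternatives, apart from leaving out a library, the adjusted p ranged from 5.11e-04 to 0.563. Its log2 fold change was 8.74 at 3 dpi (adjusted p = 1.22e-10 from edgeR) and 7.01 at 7 dpi (adjusted p = 2.36e-09), and the effect changed by -2.86 from 5 to 7 dpi (adjusted p = 0.00816). *PR-5* had 0.18 at 1 dpi (adjusted p = 1 from edgeR), with -0.06 without uninfected 1 dpi replicate 1, 0.90 without uninfected 1 dpi replicate 3 and -0.21 without uninfected 1 dpi replicate 4. At 3 dpi *PR-5* had 7.24 (72.8 ± 39.1 against 0.494 ± 0.482 CPM, adjusted p = 2.39e-08 from edgeR), or 8.08 without uninfected 3 dpi replicate 1, and at 7 dpi 9.80 (adjusted p = 4.03e-09), or 9.20 without infected 7 dpi replicate 1. *ENDOCHITINASE 2* had 0.288 ± 0.221 CPM in infected colas at 1 dpi and no counts in uninfected colas, at least 24.8-fold higher but not called (adjusted p = 0.795 from edgeR), while DESeq2 called it. At 3 dpi *ENDOCHITINASE 2* had a log2 fold change of 11.51 (115 ± 58.8 against 0.0355 ± 0.0518 CPM, adjusted p = 1.80e-07 from edgeR), or 13.27 without uninfected 3 dpi replicate 4. At 7 dpi it had 22.5 ± 24.9 CPM in infected colas and 2 counts in all in uninfected colas, a ratio of 3527 (95% counting interval 976 to 29121, or 633 to 139290 with a read pair taken as 2 counts; adjusted p = 1.42e-06 from edgeR). Its log2 fold change at 7 dpi went from 11.34 to 13.45 without uninfected 7 dpi replicate 4 and to 10.46 without infected 7 dpi replicate 2. The fitted 13.45 rests on at most 2 uninfected counts and is neither precise nor a limit.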

## Discussion

Known as both a stem and bud rot pathogen, *S. sclerotiorum* is regarded as an emerging fungal pathogen of *C. sativa*^19^. This study serves as the first description of the *Cannabis-Sclerotinia* pathosystem at the mRNA level where we show the rapid initiation of infection in the *C. sativa* inflorescence. Within one week of inoculation, severe disease symptoms were widespread in the plant. Global gene activity underpinning this interaction revealed *C. sativa* responded to infection through the elicitation of lignin deposition, redox buffering and generalized plant defense/immune hormone signalling cascades. Anatomical investigation at the site of inoculation showed the rapid colonization and degradation of host plant tissues by *S. sclerotiorum* starting in the epidermis and mesophyll before targeting the vascular system of the plant.

Detection of plant pathogens ties together the concepts of PTI and ETI, where unique molecular responses are initiated resulting from the recognition of pathogenic elicitors, PAMPs or DAMPs^37,41^. In response to *S. sclerotiorum* infection, we uncovered the upregulation of genes whose products are involved in pathogen perception and early defense responses such as ser/thr RLKs, NLRs, wall associated kinases (WAK) and WAK-like proteins (WAKL)^41,42^. WAKs and WAKLs have long been known to play a role in the plant defense response through binding pectin and oligosaccharides which act as DAMPs during biotic stress responses^43–45^. Expression of WAKs have previously been seen to be upregulated in *Arabidopsis thaliana* in response to SA and wounding, and have been associated with resistance against both hemibiotrophic and necrotrophic pathogens through pathogen- or host-derived elicitor detection, and subsequent cell wall restructuring^44,46^. In addition to *A. thaliana*, immunity-related WAKs/WAKLs have been documented in various crop species that include *Triticum aestivum* (wheat), *Oryza sativa* (rice), *Hordeum vulgare* (barley), *Zea mays* (maize), *Sesamum indicum* (sesame), *Solanum lycopersicum* (tomato), *Gossypium hirsutum* (cotton), and *Brassica napus* (canola) thereby suggesting WAKs/WAKLs as an evolutionarily conserved feature of the plant defense response against fungal necrotrophs^44,45,47^. Notable upregulation of *C. sativa WAK2* and *WAKL1* midway through the seven-day infection period begs the questions of whether earlier induction of these genes would result in greater host resistance, leaving room for further study.

The plant cell wall is the first line of defencse serving as a barrier to restrict attacking pathogens. Fungal necrotrophic pathogens make use of CWDEs to impair cell wall integrity and ultimately degrade host plant tissues^48^. Despite the presence of *S. sclerotiorum* throughout the epidermis, mesophyll and vasculature of the *C. sativa* leaf at 3 dpi, cell wall degradation at this timepoint was not yet observed. In comparison, previous studies have detailed extensive cellular degradation resulting from *S. sclerotiorum* infection as early as 2 dpi in leaves of *B. napus*^28^ and *A. thaliana*^33^, and 3 dpi in *Glycine max*^49^(soybean). Our data show that *S. sclerotiorum* progressed into *C. sativa* leaf tissues more slowly, however it should be noted that this delay could be the result of the complex three-dimensional structure of the cola, versus the direct inoculation of the leaf as was used in the above studies. Work carried out by Wytinck et al. (2022) in the *B. napus* stem showed similar findings where *S. sclerotiorum* infection resulted in extensive colonization and degradation of the host epidermis, cortex, and phloem, while xylem tissues remained largely intact. These results suggest a common infection strategy by *S. sclerotiorum* across diverse plant species, despite the structural and complex metabolic differences underpinning *C. sativa*.

Our GO enrichment analysis revealed induction of cell wall degrading activities in *S. sclerotiorum* as infection was initiated. Hydrolase activity, xylan catabolic process, polygalacturonase activity, beta-galactosidase activity, and 1,4-beta-xylanase activity were found across all infection time points. Production of CWDEs by *S. sclerotiorum* facilitates tissue penetration and maceration, through cell wall weakening characteristic of necrotrophic fungal infection^22^. Polygalacturonases (PGs) are a class of fungal pectinases that target unesterified pectate polymers of the middle lamella and primary cell wall of the host plant^22^. As plant cell walls are weakened and degraded by PGs, the secreted oligogalacturonides have been shown to elicit ROS burst, including H_2_O_2_ and O_2_^−^, as the plant attempts to restrict pathogen attack^22,50^. ROS production to develop localized cell death occurring as a result of pathogen infection is termed as the plant hypersensitive response (HR), and is regarded as one of the most important factors in impeding the growth of biotrophic pathogens^51^. Although the HR is generally effective against biotrophs, necrotrophic pathogen virulence, including that of *S. sclerotiorum* and *B. cinerea*, has been suggested to be strengthened as a result of HR elicitation^29,52^. Studies in *Nicotiana tabacum* (tobacco) and *A. thaliana* have also revealed that plants unable to initiate the HR demonstrated increased resistance to *S. sclerotiorum*^53,54^. While we uncovered rapid upregulation of *S. sclerotiorum* PG activity that continued throughout the seven-day infection period, the *C. sativa* HR was not induced until 3 dpi, likely revealing one facet of the *S. sclerotiorum* coordinated and timed control of host ROS activation to favour fungal proliferation in host tissues.

Similarly, the major *S. sclerotiorum* pathogenicity factor oxalic acid, has also been previously found to manipulate host ROS production to initially suppresses ROS signalling, before eliciting ROS production, leading to cell death^28,55^. Recent studies have challenged the classical view of the *S. sclerotiorum* necrotrophic lifestyle, suggesting the possibility of a brief biotrophic phase early in the infection process. These studies suggest that *S. sclerotiorum* is capable of suppressing SA-mediated SAR early in infection, and thus the HR, before the true necrotrophic portion of the lifestyle occurs in which initiation of ROS production leads to localized cell death and subsequent widespread infection^56,57^. 

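*PHENYLALANINE AMMONIA-LYASE* (*PAL*, LOC115711262), on chromosome 3 from 41995951 to 41998439, had 2.10 ± 0.861 CPM in infected and 1.45 ± 0.663 CPM in uninfected colas at 1 dpi (n = 4 each; log2 fold change 0.52, SE 0.41, adjusted p = 1 from edgeR). At 3 dpi it had 48.1 ± 14.7 and 1.34 ± 0.642 CPM (log2 fold change 5.15, adjusted p = 7.09e-10 from edgeR), at 5 dpi 215 ± 51.8 and 1.78 ± 0.678 CPM (log2 fold change 6.92, adjusted p = 4.90e-12) and at 7 dpi 89.9 ± 40.3 and 1.11 ± 0.400 CPM (log2 fold change 6.33, adjusted p = 8.56e-11). The infection effect was 4.63 higher on the log2 scale at 3 than at 1 dpi (adjusted p = 2.34e-06 from edgeR). Between 3 and 5 dpi it differed by 1.77 (adjusted p = 0.0551 from edgeR) and between 5 and 7 dpi by -0.58 (adjusted p = 0.517), so that the height of its peak was not detectable as different from its neighbours. The first difference was called without any one of infected 3 dpi replicate 4 or uninfected 3 dpi replicate 3 (adjusted p = 0.034 to 0.0478 from edgeR).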

Our results support the initial suppression of SA-dependent SAR as *PHENYLALANINE AMMONIA-LYASE* (*PAL*), a major enzyme involved in SA biosynthesis, was not upregulated until 3 dpi, with highest upregulation occurring two days later, at 5 dpi. Similarly, we found *GLUTATHIONE S-TRANSFERASE U10* and *GLUTATHIONE S-TRANSFERASE* were not upregulated until 3 dpi. 

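*GLUTATHIONE S-TRANSFERASE U10* (LOC115698714) had 0.197 ± 0.142 CPM in infected and 0.0258 ± 0.0350 CPM in uninfected colas at 1 dpi (n = 4 each; log2 fold change 2.70, SE 1.04, adjusted p = 0.779 from edgeR), with 4.01 without uninfected 1 dpi replicate 3. Its log2 fold change was 4.72 at 3 dpi (adjusted p = 5.13e-05 from edgeR), 6.99 at 5 dpi (adjusted p = 4.77e-07) and 7.25 at 7 dpi (adjusted p = 2.62e-06). Without uninfected 3 dpi replicate 4 it was 7.06 at 3 dpi, and without uninfected 5 dpi replicate 2 it was 8.92 at 5 dpi. The difference of 2.02 between 3 and 1 dpi was not past the threshold (adjusted p = 0.369 from edgeR), except without uninfected 3 dpi replicate 4 (adjusted p = 0.0476 from edgeR). *GLUTATHIONE S-TRANSFERASE* (LOC115709320) had 5 counts in infected and 11 in uninfected colas at 1 dpi (log2 fold change -1.08, adjusted p = 1 from edgeR, -2.66 without infected 1 dpi replicate 1). It rose to 0.364 ± 0.205 against 0.0157 ± 0.0228 CPM at 3 dpi (log2 fold change 4.52, adjusted p = 4.60e-04 from edgeR, 5.85 without uninfected 3 dpi replicate 3), and its effect was 5.60 higher at 3 than at 1 dpi (adjusted p = 0.00795).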

Glutathione transferases are cellular protectant enzymes involved in redox homeostasis and ROS detoxification that are rapidly induced by H_2_O_2_^58^. Previous work in *B. napus* revealed plants partially resistant to *S. sclerotiorum* demonstrated increased redox buffering capacity as early as 1 dpi^28^. These results suggest that a more rapid induction of redox buffering by *C. sativa* may result in an increased resistance or tolerant phenotype.

In addition to ROS accumulation, *S. sclerotiorum* infection has previously been found to initiate lignin biosynthesis within the host plant^59^. Lignins are biopolymers important for plant cell wall structural support, and have previously been reported to be deposited in *Brassica* species in response to *S. sclerotiorum* infection^60^. Specific to our study, we found that in response to *S. sclerotiorum* infection, *C. sativa* highly upregulated *PAL* in addition to various class III peroxidases that include *PEROXIDASE 57*,* CATIONIC PEROXIDASE 1*,* LIGNIN-FORMING ANIONIC PEROXIDASE*, and *PEROXIDASE 5-LIKE*. Belonging to the PR-9 subfamily of PR proteins, class III plant peroxidase gene expression has previously been found to increase in plants challenged with fungi, in addition to bacteria, viruses and viroids^61–63^. Plant peroxidases are also capable of creating physical barriers to limit pathogen invasion in response to stimuli such as wounding, pathogen presence, or hormone accumulation^61^. The upregulation of peroxidase activity uncovered in this study serves as the first description of genes involved in H_2_O_2_-dependent lignin deposition by *C. sativa* to restrict further incursion of *S. sclerotiorum*.

While PAL is known to be involved in lignification, it is also involved in SA biosynthesis^64,65^. SA biosynthesis is initiated during both ETI and PTI in response to recognition of PAMPs or pathogenic effectors^66^. Increased SA levels are required for plant SAR initiation, which is accompanied and characterized by increased systemic PR gene expression^39^. Belonging to the PR families PR-3, -4, -8, and − 11, chitinases are among the most abundant PR proteins^67^. Our dataset revealed the upregulation of chitinase genes across the *S. sclerotiorum* infection process. Additionally, we also observed increases in gene activity of the PR-5 and PR-10 subfamilies. It is thought that PR-5 proteins exhibit antifungal activity by inserting themselves into fungal membranes to create a transmembrane pore, later leading to influx of water and subsequent fungal osmotic rupture^68^. Unlike the PR-5 proteins however, the function of PR-10 proteins remains largely unclear, which may be attributed to the large multi-gene families they code for^68,69^. As our study serves as one of the first transcriptome-level investigations of the infection of *C. sativa* with any fungal pathogen, future studies that explore PR protein activity in other fungal interactions with *C. sativa* may reveal how PR gene expression may be engineered or selected to develop more resistant germplasm.

As complex specialized secondary plant metabolites, terpenes serve various purposes to plants that include attracting pollinators and insect predators of feeding herbivores, and creating both chemical and physical barriers to herbivorous insects, as well as invading pathogens^11,12^. Specific to our study, we uncovered differential expression activity of various *C. sativa* terpene synthases. While terpene synthase activity of *C. sativa* in response to biotic stressors has not previously been investigated, our results suggest that the largescale transcriptional reprogramming that occurs as a result of coordinating a defense response against *S. sclerotiorum* may impact the terpenoid profile exhibited by infected plants. As the terpene composition of the resin produced by glandular trichomes of the female inflorescence is largely responsible for the scent and flavour characteristics of harvested *Cannabis* products, terpenes greatly impact consumer preferences^6^. Consequently, terpenoid profiles often serve as a basis for modern selective breeding. With varying terpenoid profiles attributed to unique *C. sativa* cultivars, the question arises of how different cultivars may respond to pathogen attack based on terpenoid profile composition; and whether selective breeding may allow for the production of cultivars that exhibit an increased resistance phenotype.

Taken together, this study provides a comprehensive investigation into the transcriptional and anatomical changes that occur as *S. sclerotiorum* initiates infection in the *C. sativa* inflorescence. 

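With DESeq2 the calls were most numerous at 5 dpi, with 6725 genes higher and 7035 lower, against 5314 and 4963 at 3 dpi and 4915 and 5040 at 7 dpi. At 5 dpi, edgeR and DESeq2 shared 5983 of the genes called higher and 6997 of those called lower. At an adjusted p under 0.01, edgeR called 5150 genes higher and 6204 lower at 5 dpi, 3549 and 3799 at 3 dpi, and 3223 and 3591 at 7 dpi.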

Our data reveal large shifts in host gene activity in response to infection with *S. sclerotiorum* that largely peak at 5 dpi. Gene categories identified in *C. sativa* show complex shifts in defense hormone signalling and redox buffering associated with the plant immune responses across time post inoculation. Anatomical study revealed extensive degradation of host cortical and vascular phloem tissues associated with the production of fungal toxins and CWDEs. Additional studies conducting molecular and biochemical validation of the various gene products and metabolites identified herein will allow for increased understanding of this pathosystem and can help to direct future crop improvement studies.

## Materials and methods

### *Cannabis sativa* growth conditions

Female *C. sativa* plants, cultivar ‘Kona’, were sourced from Rogue Botanical, a licensed grower in southern Manitoba, Canada. Plants were obtained in vegetative growth, 20 days after being clonally propagated. At 22 days old, plants were transplanted from 4-inch pots to 6-inch pots in Sunshine growing mix #4 (Sungro, Agawan, MA, USA). Plants were grown in a controlled environment chamber under long day conditions (18 h light, 6 h dark), 500 µmol/m^2^/s^− 1^, 23 °C and 50% relative humidity. After 30 days in vegetative growth, the photoperiod was adjusted to 12 h light, 12 h dark to promote flowering. Plants were fertilized using Advanced Nutrients Sensi Grow/Bloom nutrient packages, as per manufacturer’s instructions (Advanced Nutrients, West Hollywood, CA, USA).

Experimental research on *C. sativa*, including the collection of plant material, were conducted in accordance with relevant institutional, national, and international guidelines and legislation.

### Sclerotinia sclerotiorum inoculation of the Cannabis sativa cola

*S. sclerotiorum* was grown in vitro on potato dextrose agar (BD Difco) plates supplemented with 15 µg/mL tetracycline HCl. *S. sclerotiorum* mycelial plugs were taken from the leading edge of a 3-day-old actively growing plate using a P1000 pipette tip. Mycelial plugs were carefully placed at the inflorescence node of the third-most distal inflorescence of the *C. sativa* cola using forceps. Infection took place over a seven-day period with colas being harvested after 1-, 3-, 5- and 7- days post inoculation (dpi). Both infected and untreated control (UTC) colas were harvested at each timepoint. Twelve *C. sativa* plants were used for this experiment with four biological replicates sampled across each timepoint.

### Sample collection, RNA isolation, library preparation and RNA sequencing

Harvested colas were immediately trimmed down to the main floral stem, while maintaining ~ 1 cm^3^ of floral tissue of the inoculated inflorescence and immediately flash frozen using liquid nitrogen. Tissue was ground to a fine powder using a mortar and pestle with liquid nitrogen prior to RNA extraction.

RNA was extracted using the Purelink Plant RNA Reagent (Invitrogen, Waltham, MA, USA) as per manufacturer’s protocol. Following RNA extraction, Qiagen’s RNeasy Plant Minikit and RNase-Free DNase Set was used for DNAse treatment following the “RNA Cleanup” protocol available in Qiagen’s RNeasy Mini Handbook (Qiagen, Toronto, ON, Canada). As sample purity was often compromised as a result of the DNAse treatment procedure, samples then underwent a sodium acetate precipitation. This precipitation used 3M C_2_H_3_NaO_2_ (pH 5.2) and subsequent ethanol washes (100% followed by 75%) before resuspension in molecular grade water to yield RNA of increased purity.

cDNA libraries were constructed by Genome Québec following their polyA Enriched RNA Library Preparation protocol. Paired-end 100 bp reads were sequenced for a minimum of 25 million reads per library on the Illumina NovaSeq sequencing system at Genome Québec (Montréal, Québec, Canada). All sequencing data can be found at the Gene Expression Omnibus, under accession GSE284432.

### Fungal load qPCR and RT-qPCR

Expression of *PATHOGENESIS RELATED PROTEIN 1* (*PR-1; LOC115704466*), *PATHOGENESIS-RELATED PROTEIN STH-2* (*PR-10a; LOC115722015*), *THAUMATIN-LIKE PROTEIN 1B* (*PR-5; LOC115710654*), and *ENDOCHITINASE 2* (*LOC115705823*) were assessed using RT-qPCR. cDNA was synthesized using qScript™ cDNA SuperMix according to manufacturer’s instructions (Quantabio, Beverly, MA, USA). To quantify defense gene transcript abundance, RT-qPCR was run on *PR1*,* PR-10a*,* PR-5*,* and ENDOCHITINASE 2* with the housekeeping genes *TIP41-LIKE PROTEIN* (*TIP41*; *LOC115703022*) and *ADENINE PHOSPHO-RIOSYLTRANSFERASE 1* (*APT1*; *LOC115713640*) used as internal controls^70^. Primer sequence information is found in Table S1.

We also used qPCR to determine the relative fungal load between samples. Genomic DNA was extracted from ground tissue using a modified cetyltrimethylammonium bromide (CTAB) method^71^. As a target for *S. sclerotiorum*, we used 18 S rDNA as described in Wytinck et al. (2022). Primer sequences and target loci for both RT-qPCR and fungal load qPCR can be found in Supplementary Table S1. SsoFast EvaGreen Supermix was used as per manufacturer’s instructions for both RT-qPCR and qPCR (Bio-Rad Laboratories, Hercules, CA, USA).

### RNA sequencing analysis

Raw reads were processed using computing clusters available through Compute Canada and the Digital Research Alliance of Canada (https://www.alliancecan.ca/en). Prior to read alignment, sequence read quality was first assessed using FastQC (v0.12.1; https://www.bioinformatics.babraham.ac.uk/projects/fastqc/)^72^. Paired-end read alignment was carried out using the *C. sativa* cultivar ‘Pink Pepper’ reference genome (NCBI RefSeq assembly GCF_029168945.1) and the *S. sclerotiorum* reference genome^73,74^ (NCBI RefSeq assembly GCF_000146945.2; ) using HISAT2 (v2.2.1; https://daehwankimlab.github.io/hisat2/)^75^. Transcript abundance was determined using featureCounts (v2.0.3; https://subread.sourceforge.net/)^76^. With one of the barriers to working with the *C. sativa* transcriptome being the level of genome annotation, we used predicted protein orthologs publicly available for the loci of the *C. sativa* cultivar ‘Pink Pepper’ genome through the NCBI Genomes database (RefSeq accession GCF_029168945.1; Lim, 2023). Differential gene expression analysis, low counts filtering, library normalization, principle component analysis and further data visualization was done using libraries DESeq2 (v1.42.1; https://bioconductor.org/packages/release/bioc/html/DESeq2.html)^77^, ashr (v2.2.63; https://cran.r-project.org/web/packages/ashr/index.html)^78^, and ggplot2 (v3.5.2; https://cran.r-project.org/web/packages/ggplot2/index.html)^79^ in R (v4.3.1; https://www.r-project.org/)^80^. Genes with counts lower than 10 across all samples were filtered prior to normalization and differential gene expression analysis. Raw sequenced read counts were normalized using the median of ratios method in DESeq2^81^. Differentially expressed genes were called with a p-value < 0.01 when adjusted for false discovery rate (FDR) by the Benjamini-Hochberg method^82^. GO term enrichment was carried out on differentially expressed gene sets using SeqEnrich (v2.0)^83,84^. GO and DEG lists (Supplementary Material 1), raw counts aligned to *C. sativa* (Supplementary Material 3), and raw counts aligned to *S. sclerotiorum* (Supplementary Material 4) are provided as supplemental datasets.

### Sample preparation for light microscopy

Sample preparation, sectioning and staining followed the methods previously described by Chan and Belmonte (2013) with slight modifications. Harvested colas were trimmed to the above-mentioned region of interest before being fixed in a solution of 2.5% glutaraldehyde and 1.6% paraformaldehyde in 1x phosphate-buffered saline. Tissue was added to fixative solution before being vacuum infiltrated for 30 min to ensure adequate penetration of the fixative into the *C. sativa* tissues. Tissue samples were fixed for 24 h at 4 °C. Tissue was decoloured in methyl cellosolve for 24 h, followed by daily 100% ethanol changes for three days at 4 °C. Historesin (Leica Microsystems, Wetzlar, Germany) was gradually infiltrated into processed tissue using a 30%, 50%, 75% and 100% ethanol: historesin mixture. Pure Historesin was exchanged three times over the course of a week, while vacuum infiltrating the tissue in for 30 min halfway through this period. Tissue was then embedded in round molds using an embedding medium composed of 91.5% Historesin, 2.4% polyethylene glycol 400, and 6.1% Historesin Hardener (Leica Microsystems, Wetzlar, Germany; Chan & Belmonte, 2013).

### Sectioning and staining for light microscopy

Hardened Historesin blocks were sectioned at 3 μm using disposable Epredia Edge-Rite steel blades (Epredia, Kalamazoo, MI, USA) mounted on a Leica RM2245 microtome (Leica Microsystems, Wetzlar, Germany). Sections were placed on glass slides for staining.

Sections were first stained with periodic acid-Schiff stain (15 min in 0.1% periodic acid, followed by 15 min in Schiff’s reagent) before being stained with 0.1% toluidine blue O suspended in distilled water for 30 s. Following staining, coverslips were mounted on the slides using Cytoseal 60 (Richard-Allen Scientific, Kalamazoo, MI, USA). Slides were viewed using a brightfield light microscope and micrographs were taken using the Leica Application Suite software version 4.6.0 (Leica Microsystems, Wetzlar, Germany). Image cropping and the addition of scale bars was carried out in Adobe Photoshop version 25.7.0 (Adobe Systems Inc., San Jose, CA, USA).

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

## Data Availability

All RNA sequencing data is publicly available online via the Gene Expression Omnibus at the accession GSE284432.

## References

[1] Long, T., Wagner, M., Demske, D., Leipe, C. & Tarasov, P. E. Cannabis in Eurasia: origin of human use and Bronze Age trans-continental connections. *Veg. Hist. Archaeobotany*. **26**, 245–258 (2017).

[2] Ren, G. et al. Large-scale whole-genome resequencing unravels the domestication history of Cannabis sativa. *Sci. Adv.***7**, eabg2286 (2021).34272249 10.1126/sciadv.abg2286PMC8284894

[3] Braich, S., Baillie, R. C., Jewell, L. S., Spangenberg, G. C. & Cogan, N. O. I. Generation of a Comprehensive Transcriptome Atlas and Transcriptome Dynamics in Medicinal Cannabis. *Sci. Rep.***9**, 16583 (2019).31719627 10.1038/s41598-019-53023-6PMC6851104

[4] van Bakel, H. et al. The draft genome and transcriptome of Cannabis sativa. *Genome Biol.***12**, R102 (2011).22014239 10.1186/gb-2011-12-10-r102PMC3359589

[5] Divashuk, M. G., Alexandrov, O. S., Razumova, O. V., Kirov, I. V. & Karlov, G. I. Molecular Cytogenetic Characterization of the Dioecious Cannabis sativa with an XY Chromosome Sex Determination System. *PLOS ONE*. **9**, e85118 (2014).24465491 10.1371/journal.pone.0085118PMC3897423

[6] Booth, J. K., Page, J. E. & Bohlmann, J. Terpene synthases from Cannabis sativa. *PLoS ONE*. **12**, e0173911 (2017).28355238 10.1371/journal.pone.0173911PMC5371325

[7] Rodziewicz, P., Loroch, S., Marczak, Ł., Sickmann, A. & Kayser, O. Cannabinoid synthases and osmoprotective metabolites accumulate in the exudates of *Cannabis sativa* L. glandular trichomes. *Plant. Sci.***284**, 108–116 (2019).31084863 10.1016/j.plantsci.2019.04.008

[8] Xie, Z. et al. Cannabis sativa: origin and history, glandular trichome development, and cannabinoid biosynthesis. *Hortic. Res.***10**, uhad150 (2023).37691962 10.1093/hr/uhad150PMC10485653

[9] Booth, J. K. & Bohlmann, J. Terpenes in *Cannabis sativa* – From plant genome to humans. *Plant. Sci.***284**, 67–72 (2019).31084880 10.1016/j.plantsci.2019.03.022

[10] Fischedick, J. T. Identification of Terpenoid Chemotypes Among High (–)-trans-∆9- Tetrahydrocannabinol-Producing Cannabis sativa L. Cultivars. *Cannabis Cannabinoid Res.***2**, 34–47 (2017).28861503 10.1089/can.2016.0040PMC5436332

[11] Chen, F., Tholl, D., Bohlmann, J. & Pichersky, E. The family of terpene synthases in plants: a mid-size family of genes for specialized metabolism that is highly diversified throughout the kingdom. *Plant. J.***66**, 212–229 (2011).21443633 10.1111/j.1365-313X.2011.04520.x

[12] Keeling, C. I. & Bohlmann, J. Genes, enzymes and chemicals of terpenoid diversity in the constitutive and induced defence of conifers against insects and pathogens. *New. Phytol*. **170**, 657–675 (2006).16684230 10.1111/j.1469-8137.2006.01716.x

[13] Government of Canada. Consolidated federal laws of Canada, Cannabis Regulations. (2018). https://laws-lois.justice.gc.ca/eng/regulations/SOR-2018-144/FullText.html

[14] Hammond, D. et al. Evaluating the impacts of cannabis legalization: The International Cannabis Policy Study. *Int. J. Drug Policy*. **77**, 102698 (2020).32113149 10.1016/j.drugpo.2020.102698

[15] Government of Canada. Licensed area market data. (2024). https://www.canada.ca/en/health-canada/services/drugs-medication/cannabis/research-data/market/licensed-area.html

[16] Bains, P. S., Bennypaul, H. S., Blade, S. F. & Weeks, C. First Report of Hemp Canker Caused by Sclerotinia sclerotiorum in Alberta, Canada. *Plant. Dis.***84**, 372–372 (2000).30841263 10.1094/PDIS.2000.84.3.372B

[17] Garfinkel, A. R. First Report of Sclerotinia sclerotiorum Causing Stem Canker on Cannabis sativa in Oregon. *Plant. Dis.***105**, 2245 (2021).

[18] Punja, Z. K. Emerging diseases of Cannabis sativa and sustainable management. *Pest Manag Sci.***77**, 3857–3870 (2021).33527549 10.1002/ps.6307PMC8451794

[19] Punja, Z. K. & Ni, L. The bud rot pathogens infecting cannabis (Cannabis sativa L., marijuana) inflorescences: symptomology, species identification, pathogenicity and biological control. *Can. J. Plant. Pathol.***43**, 827–854 (2021).

[20] Thiessen, L. D., Schappe, T., Cochran, S., Hicks, K. & Post, A. R. Surveying for Potential Diseases and Abiotic Disorders of Industrial Hemp (Cannabis sativa) Production. *Plant. Health Prog*. **21**, 321–332 (2020).

[21] Yang, X., Justice, A. & Colburn, C. First report of Sclerotinia sclerotiorum causing stem canker on industrial hemp in South Carolina, USA. *Plant. Dis.*10.1094/PDIS-04-23-0700-PDN (2023).37707825

[22] Bolton, M. D., Thomma, B. P. H. J. & Nelson, B. D. Sclerotinia sclerotiorum (Lib.) de Bary: biology and molecular traits of a cosmopolitan pathogen. *Mol. Plant. Pathol.***7**, 1–16 (2006).20507424 10.1111/j.1364-3703.2005.00316.x

[23] Liang, X. & Rollins, J. A. Mechanisms of Broad Host Range Necrotrophic Pathogenesis in Sclerotinia sclerotiorum. Phytopathology^®^**108**, 1128–1140 (2018).30048598 10.1094/PHYTO-06-18-0197-RVW

[24] Saharan, G. S. & Mehta, N. *Sclerotinia Diseases of Crop Plants: Biology, Ecology and Disease Management* (Springer Science & Business Media, 2008).

[25] Willbur, J., McCaghey, M., Kabbage, M. & Smith, D. L. An overview of the Sclerotinia sclerotiorum pathosystem in soybean: impact, fungal biology, and current management strategies. *Trop. Plant. Pathol.***44**, 3–11 (2019).

[26] Alkooranee, J. T. et al. Detecting the Hormonal Pathways in Oilseed Rape behind Induced Systemic Resistance by Trichoderma harzianum TH12 to Sclerotinia sclerotiorum. *PLOS ONE*. **12**, e0168850 (2017).28045929 10.1371/journal.pone.0168850PMC5207704

[27] Hossain, M. M., Sultana, F., Li, W., Tran, L. S. P. & Mostofa, M. G. Sclerotinia sclerotiorum (Lib.) de Bary: Insights into the Pathogenomic Features of a Global Pathogen. *Cells***12**, 1063 (2023).37048136 10.3390/cells12071063PMC10093061

[28] Girard, I. J. et al. RNA sequencing of Brassica napus reveals cellular redox control of Sclerotinia infection. *J. Exp. Bot.***68**, 5079–5091 (2017).29036633 10.1093/jxb/erx338PMC5853404

[29] Hegedus, D. D. & Rimmer, S. R. Sclerotinia sclerotiorum: When to be or not to be a pathogen? *FEMS Microbiol. Lett.***251**, 177–184 (2005).16112822 10.1016/j.femsle.2005.07.040

[30] Horbach, R., Navarro-Quesada, A. R., Knogge, W. & Deising, H. B. When and how to kill a plant cell: Infection strategies of plant pathogenic fungi. *J. Plant. Physiol.***168**, 51–62 (2011).20674079 10.1016/j.jplph.2010.06.014

[31] Derbyshire, M. C. & Denton-Giles, M. The control of sclerotinia stem rot on oilseed rape (Brassica napus): current practices and future opportunities. *Plant. Pathol.***65**, 859–877 (2016).

[32] Wytinck, N. et al. Host induced gene silencing of the Sclerotinia sclerotiorum ABHYDROLASE-3 gene reduces disease severity in Brassica napus. *PLOS ONE*. **17**, e0261102 (2022).36018839 10.1371/journal.pone.0261102PMC9417021

[33] Walker, P. L. et al. Control of white mold (Sclerotinia sclerotiorum) through plant-mediated RNA interference. *Sci. Rep.***13**, 6477 (2023).37081036 10.1038/s41598-023-33335-4PMC10119085

[34] Ghozlan, M. H., EL-Argawy, E., Tokgöz, S., Lakshman, D. K. & Mitra, A. Plant Defense against Necrotrophic Pathogens. *Am. J. Plant. Sci.***11**, 2122–2138 (2020).

[35] Song, W., Forderer, A., Yu, D. & Chai, J. Structural biology of plant defence. *New. Phytol*. **229**, 692–711 (2021).32880948 10.1111/nph.16906

[36] Walker, P. L. et al. Tissue-specific mRNA profiling of the Brassica napus–Sclerotinia sclerotiorum interaction uncovers novel regulators of plant immunity. *J. Exp. Bot.***73**, 6697–6710 (2022).35961003 10.1093/jxb/erac333

[37] Pruitt, R. N., Gust, A. A. & Nürnberger, T. Plant immunity unified. *Nat. Plants*. **7**, 382–383 (2021).33785867 10.1038/s41477-021-00903-3

[38] Cale, N. L. et al. Global mRNA profiling reveals the effect of boron as a crop protection tool against Sclerotinia sclerotiorum. *AoB PLANTS*. **plae056**10.1093/aobpla/plae056 (2024).10.1093/aobpla/plae056PMC1155161439529684

[39] Pieterse, C. M. J. et al. Induced Systemic Resistance by Beneficial Microbes. *Annu. Rev. Phytopathol.***52**, 347–375 (2014).24906124 10.1146/annurev-phyto-082712-102340

[40] Yu, Y. et al. Induced Systemic Resistance for Improving Plant Immunity by Beneficial Microbes. *Plants***11**, 386 (2022).35161366 10.3390/plants11030386PMC8839143

[41] Dodds, P. N., Chen, J. & Outram, M. A. Pathogen perception and signaling in plant immunity. *Plant. Cell.***koae020**10.1093/plcell/koae020 (2024).10.1093/plcell/koae020PMC1106247538262477

[42] Kohorn, B. D. & Kohorn, S. L. The cell wall-associated kinases, WAKs, as pectin receptors. *Front Plant. Sci.***3**, 88 (2012).10.3389/fpls.2012.00088PMC335571622639672

[43] Harvey, A., van den Berg, N. & Swart, V. Describing and characterizing the WAK/WAKL gene family across plant species: a systematic review. *Front Plant. Sci.***15**, 1467148 (2024).10.3389/fpls.2024.1467148PMC1158846439600901

[44] Stephens, C., Hammond-Kosack, K. E. & Kanyuka, K. WAKsing plant immunity, waning diseases. *J. Exp. Bot.***73**, 22–37 (2022).34520537 10.1093/jxb/erab422

[45] Yan, W. et al. Genome-wide characterization of the wall-associated kinase-like (WAKL) family in sesame (Sesamum indicum) identifies a SiWAKL6 gene involved in resistance to Macrophomina Phaseolina. *BMC Plant. Biol.***23**, 624 (2023).38057720 10.1186/s12870-023-04658-1PMC10702004

[46] He, Z. H., He, D. & Kohorn, B. D. Requirement for the induced expression of a cell wall associated receptor kinase for survival during the pathogen response. *Plant. J.***14**, 55–63 (1998).9681026 10.1046/j.1365-313x.1998.00092.x

[47] Wu, J. et al. Comparative transcriptomic analysis uncovers the complex genetic network for resistance to Sclerotinia sclerotiorum in Brassica napus. *Sci. Rep.***6**, 19007 (2016).26743436 10.1038/srep19007PMC4705546

[48] Bellincampi, D., Cervone, F. & Lionetti, V. Plant cell wall dynamics and wall-related susceptibility in plant–pathogen interactions. *Front Plant. Sci.***5**, 228 (2014).10.3389/fpls.2014.00228PMC403612924904623

[49] Davidson, A. L. et al. Histopathology of Sclerotinia sclerotiorum infection and oxalic acid function in susceptible and resistant soybean. *Plant. Pathol.***65**, 878–887 (2016).

[50] Wojtaszek, P. Oxidative burst: an early plant response to pathogen infection. *Biochem. J.***322**, 681–692 (1997).9148737 10.1042/bj3220681PMC1218243

[51] Govrin, E. M. & Levine, A. The hypersensitive response facilitates plant infection by the necrotrophic pathogen Botrytis cinerea. *Curr. Biol.***10**, 751–757 (2000).10898976 10.1016/s0960-9822(00)00560-1

[52] Rossi, F. R. et al. Reactive oxygen species generated in chloroplasts contribute to tobacco leaf infection by the necrotrophic fungus Botrytis cinerea. *Plant. J.***92**, 761–773 (2017).28906064 10.1111/tpj.13718

[53] Dickman, M. B. et al. Abrogation of disease development in plants expressing animal antiapoptotic genes. *Proc. Natl. Acad. Sci.* 98, 6957–6962 (2001).10.1073/pnas.091108998PMC3446011381106

[54] Thomma, B. P., Penninckx, I. A., Cammue, B. P. & Broekaert, W. F. The complexity of disease signaling in *Arabidopsis*. *Curr. Opin. Immunol.***13**, 63–68 (2001).11154919 10.1016/s0952-7915(00)00183-7

[55] Cessna, S. G., Sears, V. E., Dickman, M. B. & Low, P. S. Oxalic Acid, a Pathogenicity Factor for Sclerotinia sclerotiorum, Suppresses the Oxidative Burst of the Host Plant. *Plant. Cell.***12**, 2191–2199 (2000).11090218 10.1105/tpc.12.11.2191PMC150167

[56] Kabbage, M., Yarden, O. & Dickman, M. B. Pathogenic attributes of *Sclerotinia sclerotiorum*: Switching from a biotrophic to necrotrophic lifestyle. *Plant. Sci.***233**, 53–60 (2015).25711813 10.1016/j.plantsci.2014.12.018

[57] Seifbarghi, S. et al. Changes in the Sclerotinia sclerotiorum transcriptome during infection of Brassica napus. *BMC Genom.***18**, 266 (2017).10.1186/s12864-017-3642-5PMC537232428356071

[58] Lamb, C. & Dixon, R. A. THE OXIDATIVE BURST IN PLANT DISEASE RESISTANCE. *Annu. Rev. Plant. Biol.***48**, 251–275 (1997).10.1146/annurev.arplant.48.1.25115012264

[59] Calla, B. et al. Genomic evaluation of oxalate-degrading transgenic soybean in response to Sclerotinia sclerotiorum infection. *Mol. Plant. Pathol.***15**, 563–575 (2014).24382019 10.1111/mpp.12115PMC6638623

[60] Uloth, M. B., Clode, P. L., You, M. P. & Barbetti, M. J. Attack modes and defence reactions in pathosystems involving Sclerotinia sclerotiorum, Brassica carinata, B. juncea and B. napus. *Ann. Bot.***117**, 79–95 (2016).26420204 10.1093/aob/mcv150PMC4701150

[61] Almagro, L. et al. Class III peroxidases in plant defence reactions. *J. Exp. Bot.***60**, 377–390 (2009).19073963 10.1093/jxb/ern277

[62] van Loon, L. C., Rep, M. & Pieterse, C. M. J. Significance of Inducible Defense-related Proteins in Infected Plants. *Annu. Rev. Phytopathol.***44**, 135–162 (2006).16602946 10.1146/annurev.phyto.44.070505.143425

[63] Sasaki, K. et al. Ten Rice Peroxidases Redundantly Respond to Multiple Stresses Including Infection with Rice Blast Fungus. *Plant. Cell. Physiol.***45**, 1442–1452 (2004).15564528 10.1093/pcp/pch165

[64] Kim, D. S. & Hwang, B. K. An important role of the pepper phenylalanine ammonia-lyase gene (PAL1) in salicylic acid-dependent signalling of the defence response to microbial pathogens. *J. Exp. Bot.***65**, 2295–2306 (2014).24642849 10.1093/jxb/eru109PMC4036500

[65] Ullah, C., Chen, Y. H., Ortega, M. A. & Tsai, C. J. The diversity of salicylic acid biosynthesis and defense signaling in plants: Knowledge gaps and future opportunities. *Curr. Opin. Plant. Biol.***72**, 102349 (2023).36842224 10.1016/j.pbi.2023.102349

[66] Mishina, T. E. & Zeier, J. Pathogen-associated molecular pattern recognition rather than development of tissue necrosis contributes to bacterial induction of systemic acquired resistance in Arabidopsis. *Plant. J.***50**, 500–513 (2007).17419843 10.1111/j.1365-313X.2007.03067.x

[67] Chouhan, R., Ahmed, S. & Gandhi, S. G. Over-expression of PR proteins with chitinase activity in transgenic plants for alleviation of fungal pathogenesis. *J. Plant. Pathol.***105**, 69–81 (2023).

[68] Sinha, M. et al. Current Overview of Allergens of Plant Pathogenesis Related Protein Families. *Sci. World J.* 543195 (2014). (2014).10.1155/2014/543195PMC394780424696647

[69] Fernandes, H., Michalska, K., Sikorski, M. & Jaskolski, M. Structural and functional aspects of PR-10 proteins. *FEBS J.***280**, 1169–1199 (2013).23289796 10.1111/febs.12114

[70] Balthazar, C., Cantin, G., Novinscak, A., Joly, D. L. & Filion, M. Expression of Putative Defense Responses in Cannabis Primed by Pseudomonas and/or Bacillus Strains and Infected by Botrytis cinerea. *Front Plant. Sci.***11**, 572112 (2020).10.3389/fpls.2020.572112PMC772389533324431

[71] Porebski, S., Bailey, L. G. & Baum, B. R. Modification of a CTAB DNA extraction protocol for plants containing high polysaccharide and polyphenol components. *Plant. Mol. Biol. Rep.***15**, 8–15 (1997).

[72] Andrews, S. & FastQC A Quality Control tool for High Throughput Sequence Data. (2010). https://www.bioinformatics.babraham.ac.uk/projects/fastqc/

[73] Lim, J. D. Cannabis sativa Isolate KNU-18-1 (Cultivar: Pink Pepper), Whole Genome Sequencing Project. Genbank (2023).

[74] Amselem, J. et al. Genomic Analysis of the Necrotrophic Fungal Pathogens Sclerotinia sclerotiorum and Botrytis cinerea. *PLOS Genet.***7**, e1002230 (2011).21876677 10.1371/journal.pgen.1002230PMC3158057

[75] Kim, D., Paggi, J. M., Park, C., Bennett, C. & Salzberg, S. L. Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. *Nat. Biotechnol.***37**, 907–915 (2019).31375807 10.1038/s41587-019-0201-4PMC7605509

[76] Liao, Y., Smyth, G. K. & Shi, W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics***30**, 923–930 (2014).24227677 10.1093/bioinformatics/btt656

[77] Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.***15**, 550 (2014).25516281 10.1186/s13059-014-0550-8PMC4302049

[78] Stephens, M. False discovery rates: a new deal. *Biostatistics***18**, 275–294 (2017).27756721 10.1093/biostatistics/kxw041PMC5379932

[79] Wickham, H. ggplot2. *WIREs Comput. Stat.***3**, 180–185 (2011).

[80] R Core Team. R: A language and environment for statistical computing. (2021).

[81] Anders, S. & Huber, W. Differential expression analysis for sequence count data. *Genome Biol.***11**, R106 (2010).20979621 10.1186/gb-2010-11-10-r106PMC3218662

[82] Benjamini, Y. & Hochberg, Y. Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. *J. R Stat. Soc. Ser. B Methodol.***57**, 289–300 (1995).

[83] Becker, M. G., Walker, P. L., Pulgar-Vidal, N. C., Belmonte, M. F. & SeqEnrich A tool to predict transcription factor networks from co-expressed Arabidopsis and Brassica napus gene sets. *PLOS ONE*. **12**, e0178256 (2017).28575075 10.1371/journal.pone.0178256PMC5456048

[84] Chan, A. & Belmonte, M. F. Histological and ultrastructural changes in canola (Brassica napus) funicular anatomy during the seed lifecycle. *Botany***91**, 671–679 (2013).

# Supplementary material for: Dual RNA sequencing reveals the transcriptomic and cellular response of Cannabis sativa to infection by the fungal pathogen Sclerotinia sclerotiorum
**Source:** Sci Rep. 2026 Apr 16;16:17739. doi: 10.1038/s41598-026-47998-2
**Supplement:** Supplementary file 2 — Supplementary Material 2

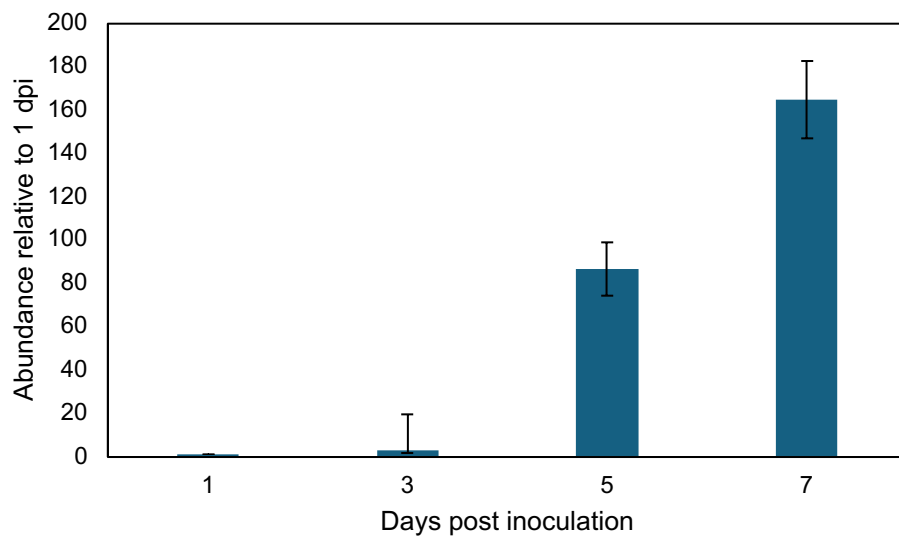

Figure S1. Relative fungal load of samples across time post inoculation determined by qPCR. *Sclerotinia sclerotiorum* 18S rDNA was used as a target for qPCR. Error bars correspond to standard error.

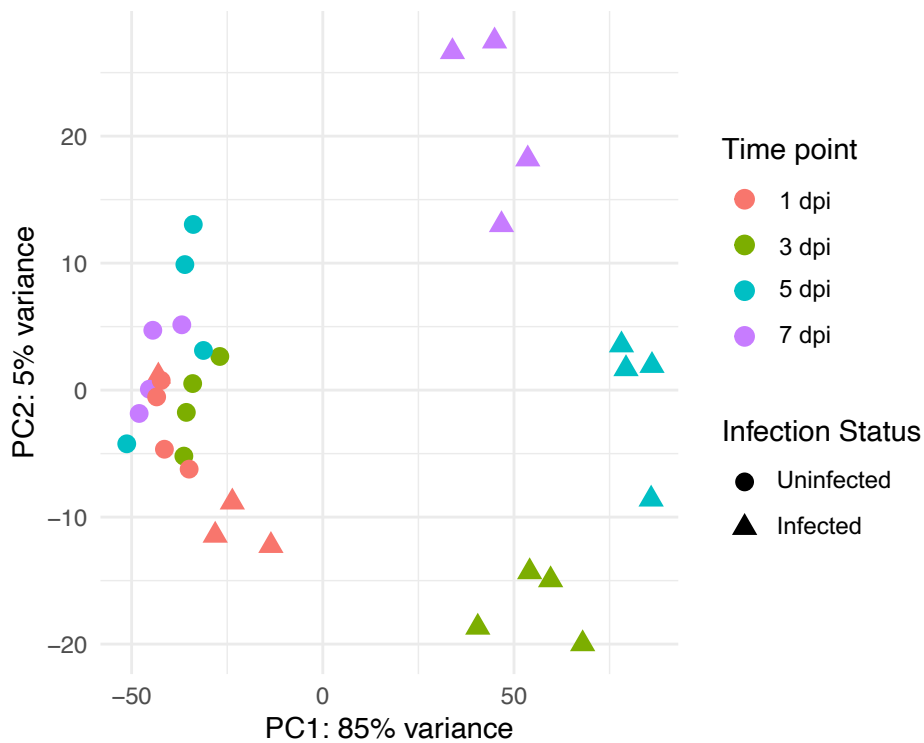

Figure S2. Principal component analysis (PCA) of *C. sativa* in the presence and absence of *S. sclerotiorum* across a seven-day infection period. Circles correspond to uninfected tissues, while triangles correspond to infected tissues. Colour corresponds to timepoint. PCA generated considering the top 1000 most variable genes. dpi = days post inoculation.

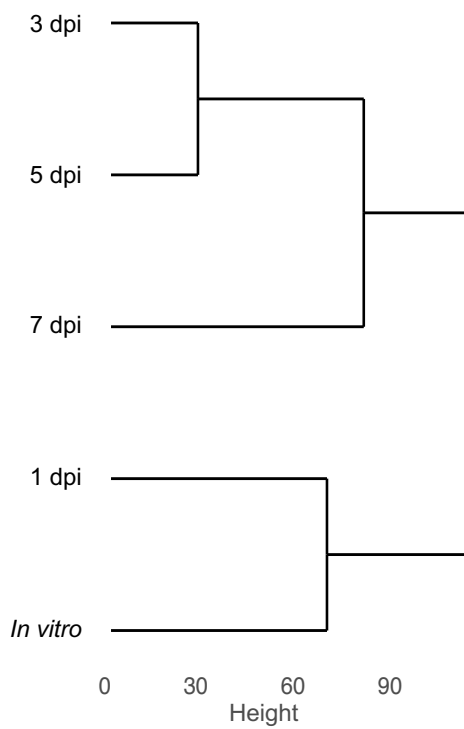

Figure S3. Hierarchical clustering of the top 1000 most variable genes of *S. sclerotiorum* grown *in vitro* or *in planta* during infection of *C. sativa*. Height corresponds to distance between clusters as computed by Euclidian distance. dpi = days post inoculation.

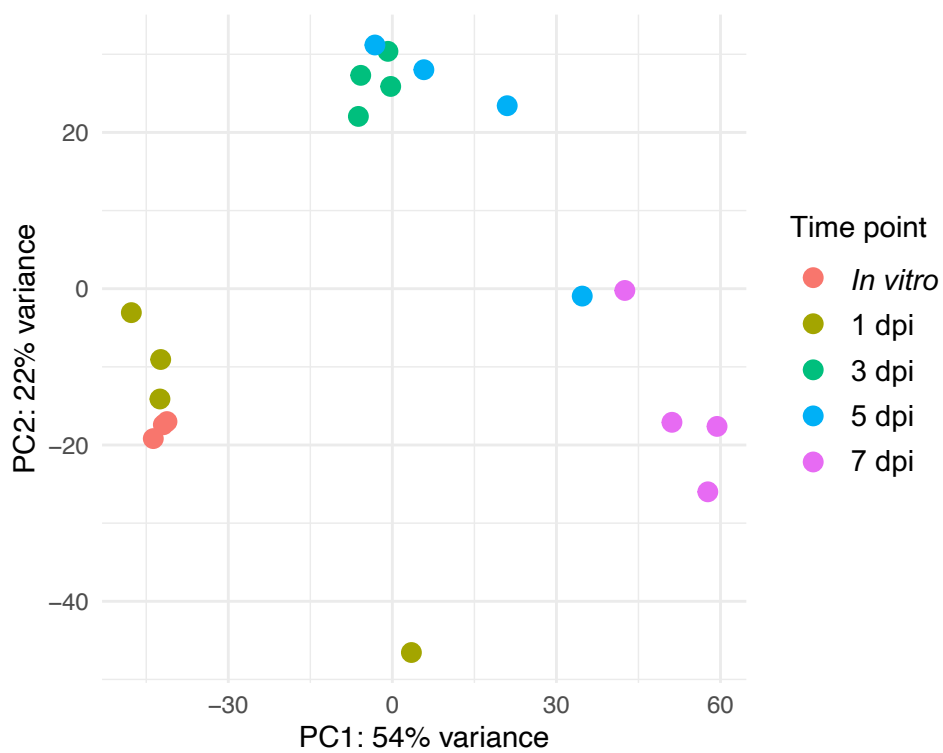

Figure S4. Principal component analysis (PCA) of *S. sclerotiorum* grown *in vitro* or *in planta* during a seven-day infection of *C. sativa*. Colour corresponds to timepoint, while red corresponds to *in vitro* grown *S. sclerotiorum*. PCA generated considering the top 500 most variable genes. dpi = days post inoculation.

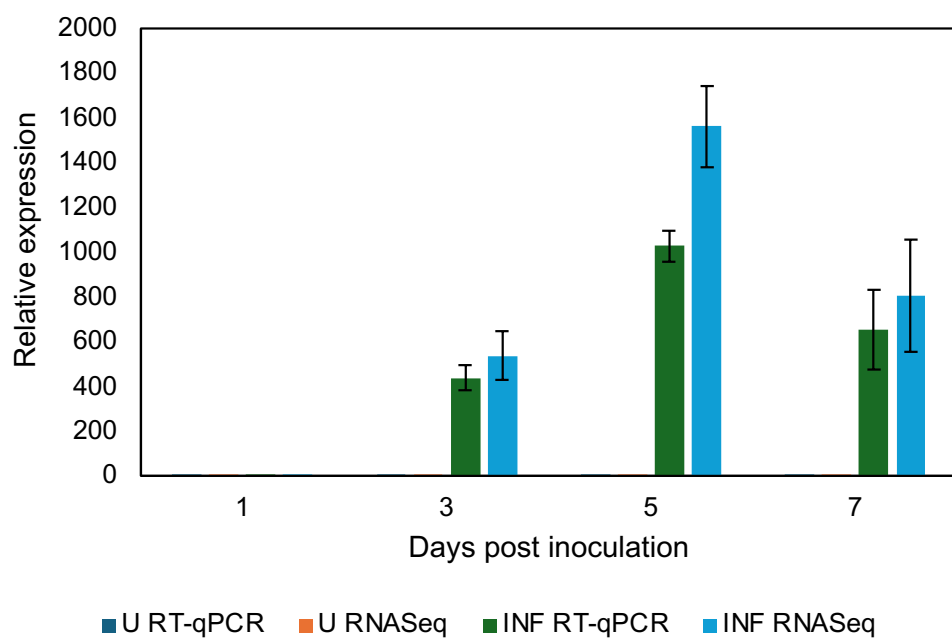

Figure S5. Comparison of relative expression levels of *PATHOGENESIS RELATED PROTEIN 1* resulting from RT-qPCR and RNA sequencing across time post inoculation with *Sclerotinia sclerotiorum*. U corresponds to uninfected samples (dark blue and orange), while INF corresponds to samples that had been inoculated with *S. sclerotiorum* (green and light blue). Bars correspond to standard error.

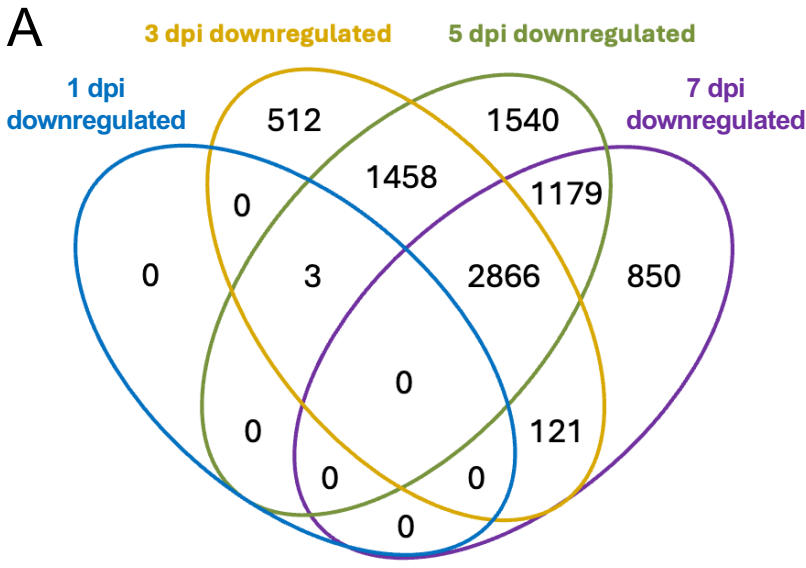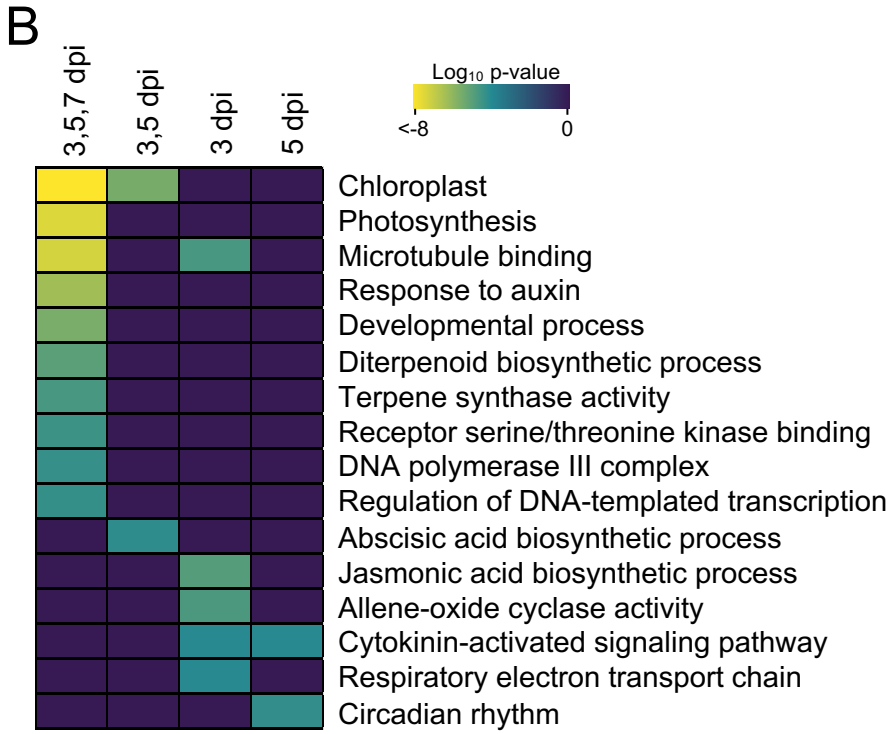

Figure S6. Differential gene expression analysis of down-regulated genes in *C. sativa* infected with *S. sclerotiorum* across a seven-day infection period. (A) Venn diagram of significantly downregulated differentially expressed gene sets (FDR<0.05) in response to infection. (B) Heatmap of significantly enriched GO terms (FDR <0.01) resulting from timepoint-specific and shared subsets. A brighter yellow colour indicates greater statistical significance. dpi = days post inoculation.

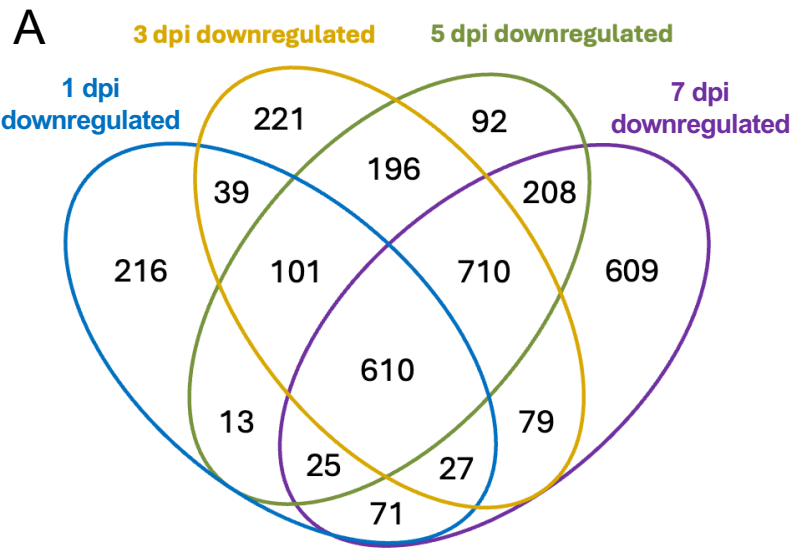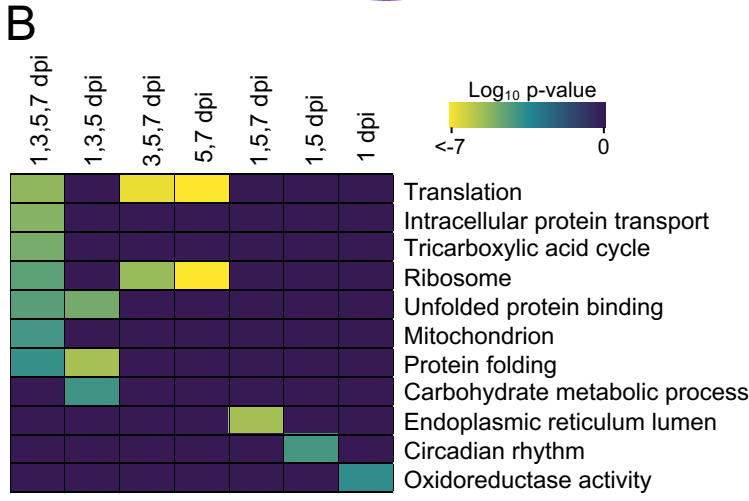

Figure S7. Differential gene expression analysis of significantly downregulated gene sets of *S. sclerotiorum* infection of *C. sativa* across a seven-day infection period. (A) Venn diagram of significantly downregulated differentially expressed gene sets (FDR<0.05) in response to infection. (B) Heatmap of significantly enriched GO terms (FDR <0.01) resulting from timepoint-specific and shared subsets. A brighter yellow colour indicates greater statistical significance. dpi = days post inoculation.

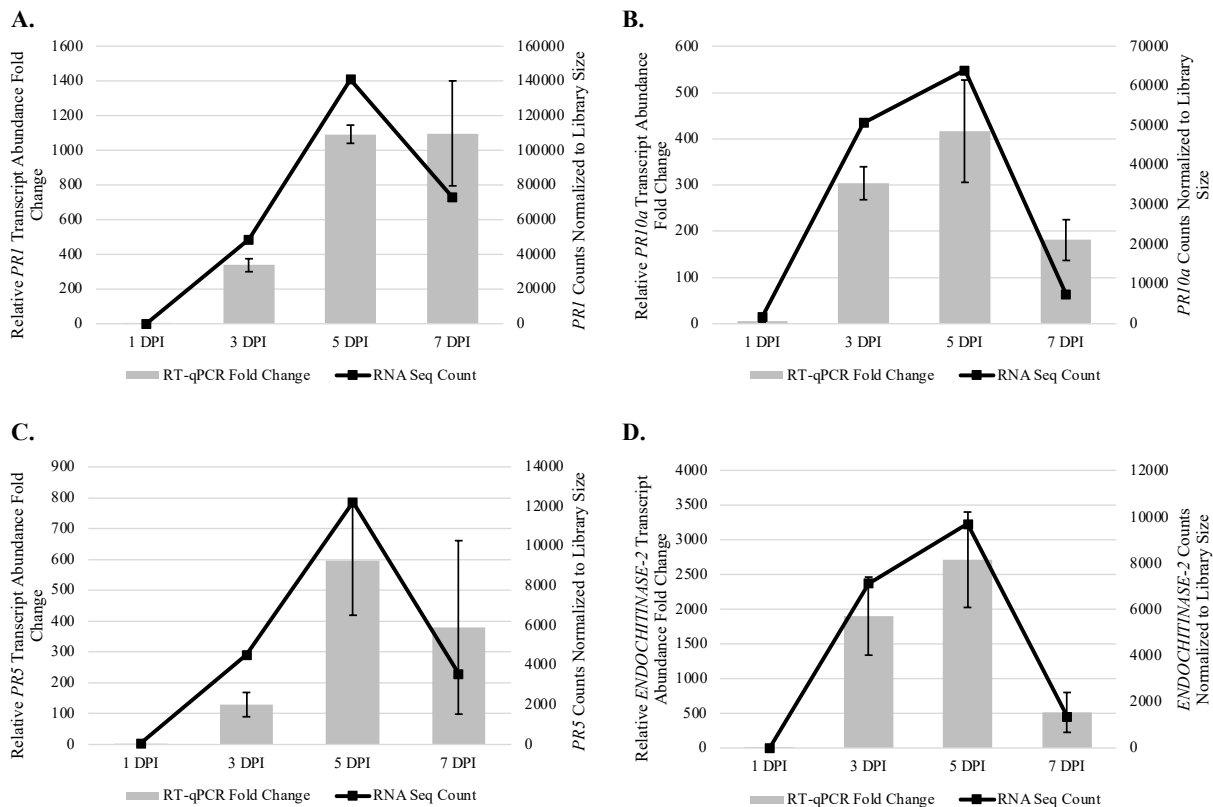

Figure S8. RT-qPCR validation of four representative *C. sativa* genes. A) *PATHOGENESIS RELATED PROTEIN 1 (PR-1; LOC115704466)*. B) *PATHOGENESIS-RELATED PROTEIN STH-2 (PR-10a; LOC115722015)*. C) *THAUMATIN-LIKE PROTEIN 1B (PR-5; LOC115710654)*. D) *ENDOCHITINASE 2 (LOC115705823)*. *ADENINE PHOSPHO-RIOSYLTRANSFERASE 1 (APT1)* was used as the housekeeping control. Target transcript relative abundance was calculated using the  $\Delta\Delta CT$  method with four biological replicates quantified per timepoint. Error bars represent standard error. RNA sequencing gene counts were normalized to library size. Data were scored at 1, 3, 5, and 7 days post inoculation (dpi). A complete list of primers sequences used in these experiments is found in Table S1.

Supplementary Table S1. Primer sequences, target information, and efficiencies of primers used in qPCR and RT-qPCR.

| Species                | Gene name/identifier                                               | Sequence (5'-3')                                        | Efficiency |
|------------------------|--------------------------------------------------------------------|---------------------------------------------------------|------------|
| <i>S. sclerotiorum</i> | 18S rDNA                                                           | F: AGCCGATGGAAGTTTGAGGC<br>R: CTCGTTGGCTCTGTCAAGTGT     | 104.8 %    |
|                        | <i>PATHOGENESIS-RELATED PROTEIN-1</i><br>LOC115704466              | F: TTCGTCTTGGGTGTGCTAAG<br>R: ATCATATGGTCTCTGGCCATTC    | 102.4 %    |
|                        | <i>TIP41-LIKE PROTEIN</i><br>LOC115703022                          | F: GGCACCCAAAGAGCCTATTCT<br>R: CCCATTATCTGCAAGTTCATCT   | 109.2 %    |
|                        | <i>ADENINE-PHOSPHORIBOSYLTRANSFERASE-1</i><br>LOC115713640         | F: TTGCAACTGGAGGAACCTTGT<br>R: CATCCACTCCAACACGTTCAA    | 97.8 %     |
| <i>C. sativa</i>       | <i>PATHOGENESIS-RELATED PROTEIN-STH-2 (PR-10a)</i><br>LOC115722015 | F: ACTTCACTCAAGCTAGTCAGTTC<br>R: ACCCAATGGATCTCCTTCAATC | 98.9 %     |
|                        | <i>THAUMATIN-LIKE PROTEIN-1B (PR-5)</i><br>LOC115710654            | F: GCAACGGTGGTACTGGAAA<br>R: CATTGCTGACGTCGTAGTAGTC     | 100.8 %    |
|                        | <i>ENDOCHITINASE-2</i><br>LOC115705823                             | F: GGTGGGATCGAATGTGGTATAG<br>R: CGAACGACCTCTGGTTGTAA    | 100.5 %    |

How the deposited data were processed for this re-analysis (not part of the article)

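Gene expression was measured in 32 cola libraries of *C. sativa*, infected with *S. sclerotiorum* or uninfected, at 1, 3, 5 and 7 dpi with 4 colas per group. The authors made poly(A) libraries, sequenced paired-end reads, aligned them with HISAT2 to the 'Pink Pepper' assembly of *C. sativa* and to the *S. sclerotiorum* genome, counted them per gene with featureCounts and deposited the raw counts without normalization, with 1 table for each organism. The alignment and counting settings, such as strand and the treatment of reads that map to several genes, are not given in the sources used here, so that genes with close copies nearby are uncertain. The fungal counts of uninfected libraries and fungus grown in vitro were not analysed here. The *C. sativa* table lists 34253 genes, of which 33721 were matched to the gene list by symbol, 53 by locus tag and 479 not at all, and the *S. sclerotiorum* table lists 14714 genes. Totals on host genes ranged from 30688977 to 78647040 per library. Whether read pairs or single mates were counted is not given in the sources used here.

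The computations used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and ashr 2.2.63, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Genes with at least 10 counts in all libraries of a fit were kept, 23633 of *C. sativa* and 10954 of *S. sclerotiorum*. Libraries were scaled with TMM factors within the genes of 1 organism. Host genes were tested with edgeR's quasi-likelihood test in a one-way layout of the 8 groups, with infected minus uninfected at each time point and the differences of these effects between consecutive time points as contrasts. Fungal genes were tested in the 16 infected libraries between consecutive time points. P-values were adjusted with the Benjamini-Hochberg method over the genes of each contrast, and genes with an adjusted p under 0.05 were called. The common dispersion was 0.0619 for host and 0.149 for fungal genes, which sets the precision of the fold changes together with 4 colas per group. The share of fungal counts was compared between consecutive time points with a two-sided exact permutation test of the difference of means (70 arrangements). Clustering and PCA used variance-stabilized counts from DESeq2, with 10000 genes for the clustering of the host groups, 1000 for the host PCA and 500 for the fungal PCA. The testing steps were tested on simulated data with 200 changed genes. edgeR recovered 86 and 82.5% of them for infected against uninfected colas at 1 and 5 dpi, but in the fungus only 32.5% between 3 and 1 dpi and 55.5% between 7 and 5 dpi (15.2 and 29.5% of those changed by 1 on the log2 scale), with 4 to 9 unchanged genes called. The numbers of fungal genes called therefore leave out many that differ, more so than for the host. Only the 200 genes differed between groups in the simulation. It therefore does not test the scaling where many genes change, as in infected colas.

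Genes were named by a rule set before the data were examined, as were the alternatives except those that the closing section marks. The rule names every gene that the paper identifies in its text or in Figs. 5 and 6, together with *TIP41* and *APT1*, whose values in the paper had been seen. It adds, at each time point, the 3 largest rises and the 3 largest falls among called genes whose infected and uninfected colas do not overlap and whose higher group has at least 10 CPM, and for the fungus the 2 largest rises and 2 largest falls per contrast. Of the fungal genes only those between 5 and 7 dpi are printed. Other genes are named where a test or an observation is about them, and were then chosen after their values were seen.

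The alternatives were DESeq2, RLE factors, no composition factor, scaling to *TIP41* and *APT1*, no filter, edgeR's filterByExpr, an adjusted p under 0.01, a replicate block, fits with only the groups compared, shrunken fold changes from ashr and leaving out each library. For shares, clustering and PCA they were other summaries, numbers of genes, linkages and scales. Gene families by product name and the cannabinoid genes were not tested, since the gene list used here has no product names.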

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

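Chosen only after the result was seen were the tests of an infection further along, of swapped labels, of an uninfected cola in place of an infected one, of less fungal RNA in a library, of less complete poly(A) selection, of fungal reads counted on host genes and of a regrouping of the infected libraries. A library is taken as far from the other 3 of its group when its gap to the nearest of them is above Dixon's 95% critical value for the range of the group. Chance gives this in about 1 in 20 groups where values are normally distributed.

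Infected 1 dpi replicate 4 lay far from the other infected 1 dpi libraries on the first axis of the fungal PCA, at -12.8 (others -72.5 to -63.6), and in its snoRNA share, 0.00638 (others 0.00402 to 0.00432)% of host counts. Genes high at later time points were used to estimate how much of its fungal counts follows a late profile. This estimated late share was 44.3%, against 3.71, 0.695 and 1.53% in the other 3 libraries. Counting noise is argued against, since other infected 1 dpi libraries thinned to its fungal total of 56222 reached at most 4.12%. An infection further along is argued against by the host, since the 4159 genes called higher at 3 and 5 dpi had a mean log2 CPM of 4.15 in that library, against 4.31, 4.33 and 4.46 in the other 3. 3 explanations cannot be told apart from an ordinary infected cola. A swap with an uninfected 1 dpi library stays open, since values go both ways. The highest uninfected 1 dpi library reached only 4.21 on the same genes, and uninfected 1 dpi replicate 4 reached 4.11. But exchanging that library with infected 1 dpi replicate 4 gave 257 calls at 1 dpi, against 3 with the labels as given. The snoRNA share of infected 1 dpi replicate 4 lies among those of uninfected 1 dpi replicates 1 to 3 (0.00555 to 0.00642%), and that of uninfected 1 dpi replicate 4, 0.00424%, among those of the other infected 1 dpi libraries. Reads carried over from infected 7 dpi colas would bring 4.24 counts on 4 host genes without counts in uninfected 1 dpi colas, and 0 were seen, but this rests on an assumed share of 0.101% of the host counts. An uninfected cola in place of an infected one stays open too, since 30.4% of its fungal counts follow the profile of the other infected 1 dpi libraries, 55.6% that of 7 dpi and 14.0% that of 3 dpi. The design gives no biological reason for a single cola to differ, and no biological explanation was tested.

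Of 92 groups of library measures, 7 had a library far from the others, where chance gives 4.60. Besides the 2 above, infected 3 dpi replicate 2 had 8675 (others 9744 to 9879) fungal genes detected and the lowest fungal total of its group, 1749838. Infected 5 dpi replicate 2 lay at -9.24 (others 2.15 to 4.30) on the second axis of the host PCA, and uninfected 1 dpi replicate 4 had a mitochondrial share of 0.0151 (others 0.0204 to 0.0208)%. Uninfected 7 dpi replicate 1 had 1.93 (others 0.408 to 0.557)% of its host counts on rRNA genes and 0.140 (others 0.0189 to 0.0260)% on mitochondrial genes. Less complete poly(A) selection may explain this, since snoRNA also took a larger share there, 0.00887% against 0.00529 to 0.00622%. No biological explanation was tested for these libraries.

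Of 212 groups of CPM values (53 genes in infected colas), 28 had a library far from the others, where chance gives 10.6. In 3 of the 28, LOC115715811 at 5 dpi and LOC115716806 at 5 and 7 dpi, the other 3 libraries had no counts, so that any count sets a library apart and these say nothing. Of the other 209 groups, 25 had such a library, where chance gives 10.4. Both chance numbers take values as normal and groups as independent. CPM values were tested without a log scale and most of these libraries lay on the high side. The excess alone is therefore no evidence of faulty libraries. Infected 3 dpi replicate 3 was apart for LOC115713640 with 108 (others 149 to 155), LOC133038934 with 24.2 (others 5.79 to 8.28), LOC115715212 with 9.22 (others 6.34 to 6.54), LOC115716405 with 0.147 (others 0.0367 to 0.0453), LOC133029092 with 3.09 (others 0.498 to 0.879) and LOC115722765 with 9.36 (others 3.06 to 3.94). Infected 7 dpi replicate 1 was apart for LOC115713640 with 143 (others 126 to 128), LOC133031472 with 11.5 (others 4.57 to 5.46), LOC115723096 with 12.1 (others 5.51 to 6.47), LOC115707304 with 53.3 (others 5.94 to 10.0), LOC115724793 with 22.3 (others 1.77 to 4.22) and LOC115716806 with 0.0417 (others 0). Less fungal RNA is argued against for both, since their fungal shares were 10.1 and 27.4% and a library of the same group had 2.82 and 18.6%. Infected 3 dpi replicate 4 was apart for LOC115708008 with 32.0 (others 13.9 to 15.8), LOC115696698 with 6.75 (others 3.27 to 3.57) and LOC115721224 with 48.9 (others 18.6 to 19.1). Infected 1 dpi replicate 3 was apart for LOC115704466 with 6.91 (others 1.35 to 2.10), LOC133038934 with 62.3 (others 50.1 to 50.7) and LOC115724793 with 0.254 (others 0.0469 to 0.0765), infected 1 dpi replicate 2 for LOC133037227 with 0.0765 (others 0.0235 to 0.0317) and infected 1 dpi replicate 4 for LOC115723096 with 0.0586 (others 0.727 to 0.809). At 5 dpi, replicate 2 of the infected colas was apart for LOC115723295 with 359.9 (others 119 to 153) and LOC115699029 with 97.2 (others 19.2 to 22.4), replicate 4 for LOC115702830 with 50.3 (others 112 to 118) and LOC115715811 with 0.113 (others 0), replicate 3 for LOC115711262 with 292 (others 178 to 195) and replicate 1 for LOC115716806 with 0.0166 (others 0). At 7 dpi, replicate 4 was apart for LOC115722582 with 10.4 (others 1.02 to 2.57) and replicate 3 for LOC115716063 with 0.164 (others 0.354 to 0.377). No biological explanation was tested for single colas.

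The infection effect differed between time points by a test of the difference. It was higher for 2586 and lower for 2719 genes at 3 than at 1 dpi, for 689 and 641 at 5 than at 3 dpi, and for 1915 and 2272 at 7 than at 5 dpi. Other splits of the samples were drawn 100 times, the real one included. Over all draws the result was as large in 5 splits for 3 against 1 dpi, so that this count alone does not exclude chance there, in 2 for 5 against 3 dpi and in 2 for 7 against 5 dpi. All of these are among the 5 draws that left the infected libraries in place and moved at most uninfected ones, so that they still hold the effect of infection and say nothing about a regrouping of the infected libraries. Among the 96 splits that are the real one or moved infected libraries, only the real one (1) was as large for each of the 3 differences. Those splits mix infected colas of different time points. They therefore show that infected colas differ with time, and do not test by themselves whether the infection effect differs. For the calls themselves, only the real one (1) of 35 splits per time point was as large at 3, 5 and 7 dpi, the fewest that 35 splits allow. At 1 dpi 4 were as large, so that chance stays open there. Depth is argued against for the larger number of calls at 5 dpi, since 13352 genes were called there with every library thinned to 30688977 host counts, against 9705 at 3 dpi and 9149 at 7 dpi. The time after inoculation stays as the difference that the design names, as a hypothesis.

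Between 5 and 7 dpi, 62 genes were called higher and then lower and 55 lower and then higher. The first number was 36 without infected 5 dpi replicate 2, 35 without infected 5 dpi replicate 3, 32 without infected 7 dpi replicate 2, 121 without uninfected 5 dpi replicate 1, 39 without uninfected 7 dpi replicate 1, 107 without uninfected 7 dpi replicate 2 and 38 without uninfected 7 dpi replicate 3. The second was 109 without infected 5 dpi replicate 1, 25 without uninfected 7 dpi replicate 1 and 26 without uninfected 7 dpi replicate 3. Whether the scaling of the libraries by TMM is behind these calls cannot be told apart. Only 15 of the genes kept both calls without a composition factor, against 80 with RLE factors, but the numbers of such genes without a composition factor were 57 and 95, and so did not fall in all.

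Genes that the paper does not discuss rose far above their level in uninfected colas. LOC115712318 had 137 CPM in infected colas at 3 dpi and no counts in uninfected colas (at least 12926-fold higher), and 66.8 CPM at 7 dpi (at least 7281-fold, or 2611-fold without infected 7 dpi replicate 1). LOC115695669 had 60.0 CPM at 3 dpi, a ratio of 8477 (95% counting interval 2347 to 70000). With a read pair taken as 2 counts the interval is 1522 to 334840. Its log2 fold change went from 12.72 to 14.86 without uninfected 3 dpi replicate 1. The fitted 14.86 rests on at most 2 uninfected counts and is neither precise nor a limit. LOC115702477 had 49.4 CPM at 5 dpi, at least 4221-fold higher, and LOC115695589 had 2682 CPM at 7 dpi, against 0.0724 ± 0.0945 CPM in uninfected colas (log2 fold change 15.16, 16.51 without uninfected 7 dpi replicate 4). LOC115710100, chosen after its values were seen, had 2.31 CPM at 1 dpi. Fungal reads counted on host genes are argued against only for 8 other host genes, with at most 3 counts in all 16 uninfected libraries, which had a median log2 ratio of -1.06 at 7 over 5 dpi, with 7 of 8 lower, while fungal counts per host count rose from 0.191 to 0.406. From 5 to 7 dpi the genes named above went both ways. LOC115712318 fell from 257 ± 91.8 to 66.8 ± 85.5 CPM, LOC115695669 from 70.1 ± 32.9 to 8.95 ± 8.29 and LOC115702477 from 49.4 ± 15.0 to 4.97 ± 2.09, which goes against fungal reads, while LOC115695589 rose from 1223 ± 502 to 2682 ± 1549 CPM, which goes with them. LOC115710100 fell from 6.44 ± 2.31 to 1.69 ± 0.949 CPM and had at least 79 counts in the uninfected colas of each time point. These genes were picked for their rises, so that single values of them exclude nothing. Infection, the condition that the design names, stays open as well.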

How the results depend on the processing

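Chosen only after the data were seen were the fungal PCA without each replicate number and the difference of the fungal share without the 10 most abundant genes. The numbers of host genes called at 3, 5 and 7 dpi stayed within 1.5 times with DESeq2, RLE factors, no filter, filterByExpr, the replicate block and an adjusted p under 0.01, and when any 1 library was left out. Where results moved, the cause was not tested, except that a stricter threshold calls fewer genes by construction.

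With an adjusted p under 0.01, the calls at 1 dpi fell to 0 (edgeR; 797 at an unadjusted p under 0.05, 97 with DESeq2 at 0.05), genes higher at 3 dpi alone numbered 193, higher at 7 dpi alone 518, lower at 3, 5 and 7 dpi 1926 and lower at 3 dpi alone 387. The differences between time points were 1637 higher and 1185 lower (3 against 1 dpi), 133 and 92 (5 against 3) and 786 and 1278 (7 against 5), and the genes with opposite calls 13 and 7. Fungal genes numbered 209 higher and 23 lower (3 against 1 dpi), 0 and 0 (5 against 3) and 308 and 80 (7 against 5).

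With DESeq2, 97 genes were higher and 3 lower at 1 dpi, 4 of them higher at 1 dpi alone, and the difference between 5 and 3 dpi was higher for 1165 and lower for 1201 genes. Fungal genes numbered 219 higher and 45 lower (5 against 3 dpi), 1530 and 1047 (7 against 5) and 636 lower (3 against 1). RLE factors gave 306 fungal genes higher at 3 than at 1 dpi, and no filter 59 higher and 9 lower at 5 than at 3 dpi.

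Without a composition factor, 15 genes were higher at 1 dpi and 3475 at 5 dpi, and 8887, 11988 and 8217 were lower at 3, 5 and 7 dpi. Shared sets were 1681 (higher at 3, 5 and 7 dpi), 888 (3 and 5), 375 (5 alone) and 5788 (lower at all 3). The differences were 415 higher and 2668 lower (5 against 3 dpi), 4853 and 1270 (7 against 5) and 5523 lower (3 against 1), and 95 genes were lower at 5 and higher at 7 dpi. Fungal genes numbered 246 higher and 102 lower (3 against 1 dpi), 6 higher and 0 lower (5 against 3) and 350 higher and 370 lower (7 against 5). With the reference genes, 6, 2192, 2264 and 1813 genes were higher at 1, 3, 5 and 7 dpi, and 11438, 14844 and 13640 lower at 3, 5 and 7 dpi.

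With only the groups compared in a fit, 1 gene was higher at 1 dpi, 906 were lower at 3 and 5 dpi alone, the difference between 5 and 3 dpi was higher for 169 and lower for 85, and 27 genes were lower at 5 and higher at 7 dpi. Fungal genes numbered 237 and 45 (3 against 1 dpi), 0 and 1 (5 against 3) and 1376 and 700 (7 against 5). The host PCA had 71% on PC1 and 6.89% on PC2 with 10000 genes and 88.4% on PC1 with 500.

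The replicate numbers do not pair the libraries: the deviations of libraries with the same number correlated with a mean r of 0.0168 for the host (-0.0047 for other numbers) and -0.0266 for the fungus (0.0078). With a replicate block, 0 genes were called higher at 1 dpi (edgeR; 797 at an unadjusted p under 0.05 without the block, 97 with DESeq2), and fungal genes numbered 3 higher and 0 lower (5 against 3 dpi), 30 lower (3 against 1) and 249 lower (7 against 5).

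Leaving out 1 library at a time gave the ranges below, with the library behind an end in brackets where a single one gives it. Genes higher at 1 dpi numbered 0 to 113 (infected 1 dpi replicate 4). Genes lower at 1 dpi numbered 0 to 2 (infected 1 dpi replicate 4). Higher at 1 dpi alone numbered 0 to 2 (infected 1 dpi replicate 4). Lower at 1 dpi alone numbered 0 to 2 (infected 1 dpi replicate 4). Higher at 3 dpi alone numbered 226 (uninfected 3 dpi replicate 4) to 490 (infected 5 dpi replicate 4). Higher at 7 dpi alone numbered 533 (uninfected 7 dpi replicate 1) to 1117 (infected 5 dpi replicate 3). Lower at 3 dpi alone numbered 365 (infected 3 dpi replicate 4) to 763 (uninfected 5 dpi replicate 1). Lower at 7 dpi alone numbered 492 (infected 7 dpi replicate 2) to 1038 (uninfected 5 dpi replicate 1).

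For differences between time points the ranges were as follows. Host genes with a higher effect at 5 than at 3 dpi numbered 281 (infected 5 dpi replicate 3) to 951 (infected 5 dpi replicate 1). Host genes with a lower effect at 5 than at 3 dpi numbered 224 (infected 3 dpi replicate 3) to 1198 (infected 5 dpi replicate 1). Host genes with a lower effect at 3 than at 1 dpi numbered 1746 (infected 3 dpi replicate 4) to 3677 (infected 3 dpi replicate 3). Host genes higher at 5 and lower at 7 dpi numbered 32 (infected 7 dpi replicate 2) to 121 (uninfected 5 dpi replicate 1). Host genes lower at 5 and higher at 7 dpi numbered 25 (uninfected 7 dpi replicate 1) to 109 (infected 5 dpi replicate 1). Fungal genes lower at 3 than at 1 dpi numbered 37 (infected 3 dpi replicate 4) to 153 (infected 1 dpi replicate 4). Fungal genes higher at 5 than at 3 dpi numbered 0 to 111 (infected 5 dpi replicate 2). Fungal genes lower at 5 than at 3 dpi numbered 0 to 14 (infected 5 dpi replicate 2). Fungal genes higher at 7 than at 5 dpi numbered 378 (infected 5 dpi replicate 1) to 1313 (infected 7 dpi replicate 4). Fungal genes lower at 7 than at 5 dpi numbered 90 (infected 7 dpi replicate 2) to 853 (infected 7 dpi replicate 4).

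Of all 264 pairs of a named host gene and a time point, 198 were called. When a library of that time point was left out, 15 pairs lost and 14 gained a call, 13 of the latter at 1 dpi, and 14 reversed their direction, 13 of these at 1 dpi. The alternatives were summarised for 185 pairs, 4 of them fungal, of which 178 were called. These leave out most pairs that were not called, so that what follows holds for called genes and for the 1 dpi values of 10 genes. The reversed values were those of *TIP41* (-0.00 at 3 dpi without a composition factor, -0.21 at 3 and -0.18 at 5 dpi with the reference genes), *APT1* (-0.20 at 7 dpi with the reference genes) and *PR-5* at 1 dpi (-0.06 without uninfected 1 dpi replicate 1 and -0.21 without uninfected 1 dpi replicate 4, against 0.90 without uninfected 1 dpi replicate 3). An adjusted p under 0.01 removed 16 calls, fits of only the groups compared 7 and the replicate block 3. DESeq2 added those of *PR-10a* and *ENDOCHITINASE 2* at 1 dpi.

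Gene families by product name, with their alternatives, were not run, and neither was the comparison of fungal shares between infected and uninfected colas. Depth limits the fungal results at 1 dpi, where the libraries had 56222 to 165105 fungal counts and 4861 to 6104 fungal genes detected, against at least 1749838 counts and 8675 genes later.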

Differences from the paper's values

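Genes called higher at 1 dpi numbered 3, against the paper's 97, and lower 0 (edgeR; 336 at an unadjusted p under 0.05), against the paper's 3. For both, of the 9 alternatives set before the data were examined, DESeq2 gave 97 and 3, the paper's values, and the other 8 differ (0 to 15 higher and 0 lower). Without infected 1 dpi replicate 4, edgeR gave 113 and 2, which fall within 1.5 times the paper's, while the other 7 libraries left out gave 0 to 13 and 0. Genes higher at 1 dpi alone numbered 0 (edgeR; 797 higher at an unadjusted p under 0.05 in any set), against the paper's 4. Of 8 alternatives set before the data were examined, DESeq2 gave 4 and the other 7 gave 0, and leaving out a library gave at most 2.

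*ENDOCHITINASE 2* at 5 dpi was at least 14653-fold higher, against the paper's 1982-fold. The limit rests on counts and scaling, and was not computed anew for other tests, filters, thresholds or shrinkage. Under the other scalings it was 8019 to 15397, and leaving out a library gave 10698 to 15862. These all differ from the paper's value. With 6 counts (3 read pairs) for the limit it was at least 7326-fold, which also differs. Shrunken with ashr, its log2 fold change was 14.48 at 5 dpi, 10.78 at 3 dpi and 10.28 at 7 dpi. At 5 dpi there are no uninfected counts, so that 14.48 is not a limit and decides nothing about the paper's value. No scaling and no library left out gave a limit at 5 dpi as low as the paper's value.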

Other observations

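The test of the scaling behind *TIP41* and *APT1*, that of counted mates and the fungal PCA without each replicate number were chosen only after the result was seen. *TIP41* and *APT1* were higher in infected colas at 5 dpi, and TMM scaling as the whole reason is argued against, since the lowest log2 fold change of the 2 genes was 0.22 with RLE factors or without a composition factor (adjusted p = 0.0163 from edgeR). Scaled to the 2 genes themselves, the direction of *TIP41* flips, which the scaling fixes in part.

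Host and fungal counts together were at least 45869942 per library, above the minimum number of reads that the paper states. Both mates of a read pair may have been counted, since in every host library values of 2 counts were at least 2.94 times as frequent as values of 1 and of 3 on average, and in every fungal one at least 2.88 times. Limits from 3 counts then stand for fewer than 3 read pairs. With 6 counts, *ENDOCHITINASE 2* at 5 dpi was at least 7326-fold higher and LOC115712318 at 3 dpi at least 6463-fold, and every other limit is lower by the same factor of 2. No biological explanation was tested.

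Fewer fungal genes were called between 3 and 5 dpi (18) than between 5 and 7 dpi (1296). Depth is argued against, since with the libraries of 3 to 7 dpi thinned to 1749838 fungal counts the calls were 14 and 1127. Among 35 splits of the libraries, only the real one (1) had as many calls for 3 against 1 dpi, 5 against 3 dpi and 7 against 5 dpi. That is the fewest that 35 splits allow. For 5 against 3 dpi all calls were lost at an adjusted p under 0.01 and without any one of several libraries, so that chance stays open there. The time after inoculation stays as a hypothesis.

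In a PCA of the 16 infected libraries on fungal genes, PC1 held 55.4% and PC2 25.1% of the variance. The highest 1 dpi library lay at -12.8 on PC1 and the lowest later library at -12.3, and without replicate 4 of each group the highest 1 dpi library lay at -61.8, with 64.8% on PC1 and 21.6% on PC2. With 1000 genes the axes held 50.3 and 24.6%, and on log2 CPM 55.5 and 25.2%.

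The rule for named genes also picks the largest falls. At 3 dpi, LOC115720789 fell from 28.2 ± 20.2 to 1.26 ± 0.439 CPM (log2 fold change -4.47, adjusted p = 3.81e-06 from edgeR, -3.87 without uninfected 3 dpi replicate 3), LOC115710205 fell from 24.5 ± 5.29 to 1.16 ± 1.21 CPM (log2 fold change -4.36, adjusted p = 1.04e-06 from edgeR, -5.40 without infected 3 dpi replicate 3) and LOC115725218 fell from 24.9 ± 10.8 to 1.57 ± 1.01 CPM (log2 fold change -3.96, adjusted p = 1.43e-04 from edgeR). At 5 dpi, LOC115704500 fell from 73.4 ± 74.4 to 0.836 ± 1.02 CPM (log2 fold change -6.37, adjusted p = 1.41e-07 from edgeR, -7.63 without infected 5 dpi replicate 2, -5.39 without uninfected 5 dpi replicate 1), LOC115712099 fell from 21.6 ± 18.3 to 0.410 ± 0.226 CPM (log2 fold change -5.65, adjusted p = 1.16e-07 from edgeR, -4.88 without uninfected 5 dpi replicate 1) and LOC115714483 fell from 19.7 ± 17.3 to 0.382 ± 0.316 CPM (log2 fold change -5.63, adjusted p = 5.54e-08 from edgeR, -4.81 without uninfected 5 dpi replicate 1). At 7 dpi, LOC115703581 fell from 103 ± 23.9 to 0.573 ± 0.841 CPM (log2 fold change -7.42, adjusted p = 7.88e-08 from edgeR, -9.48 without infected 7 dpi replicate 4), LOC115714483 fell from 32.0 ± 15.0 to 0.356 ± 0.331 CPM (log2 fold change -6.38, adjusted p = 3.28e-08 from edgeR) and LOC115711569 fell from 20.5 ± 7.08 to 0.241 ± 0.352 CPM (log2 fold change -6.28, adjusted p = 3.07e-07 from edgeR, -8.23 without infected 7 dpi replicate 4). These genes are not discussed in the paper and no explanation was tested.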
